# A Skull Bone Marrow‐to‐Brain Axis Links Osteoblastic Activity to Myeloid Cell Trafficking, Cerebral Blood Flow, and Cognition in Alzheimer's Progression

**DOI:** 10.1002/advs.75622

**Published:** 2026-05-10

**Authors:** Lei Xiong, Dong Sun, Hao‐Han Guo, Daehoon Lee, Zhipeng Liu, Lin Mei, Wen‐Cheng Xiong

**Keywords:** Alzheimer's disease, APP, ATP6AP2, dural channels, meninges, osteoblasts, skull bone marrow

## Abstract

Patients with Alzheimer's disease (AD) often develop osteoporosis, but the role of bone remodeling in AD remains unclear. We previously showed that osteoblast‐specific expression of APP_swe_ induces bone loss, glial activation, and behavioral deficits, suggesting a bone‐to‐brain signaling axis. Here, we identify an altered skull bone marrow (SBM)‐to‐brain axis in AD. Early SBM changes, including reduced cellularity, increased density, and expanded vascular channels to the meninges, occur in multiple APP_swe_ mouse models. These vascular changes facilitate migration of SBM‐derived myeloid cells into the meninges and cortex, improving cerebral blood flow (CBF) and slowing cognitive decline. Notably, these effects are age‐dependent, emerging at 6 months but diminishing by 12 months. Enhancing this axis via bone marrow transplantation improves CBF and cognitive function in aged mice, whereas disrupting it through osteoblastic deletion of ATP6AP2 impairs both. Together, these findings reveal a previously unrecognized SBM‐to‐brain axis that regulates immune, vascular, and cognitive functions, highlighting systemic contributions to AD pathogenesis.

## 1 Introduction

Emerging evidence indicates that alterations in the communications between skull bones, meninges, and the brain may play important roles in the pathogenesis of various neurological diseases, including traumatic brain injury (TBI), stroke, multiple sclerosis (MS), subarachnoid hemorrhage, meningitis, brain tumor metastasis, and neurodegenerative diseases such as Alzheimer's disease (AD) and Parkinson's disease (PD) [1, 2, 3, 4]. Interestingly, AD often coincides with osteoporosis, another age‐associated chronic degenerative disease [5, 6, 7, 8, 9, 10, 11, 12]. Although traditionally viewed as separate disorders, AD and osteoporosis share several common factors, such as chronic inflammation, oxidative stress, cellular senescence, and hormonal deficiencies [13, 14]. However, the relationship between AD and osteoporosis, and whether AD genetic risk factors affect skull bone (SB), skull bone marrow (SBM) remodeling, and the connections linking SBM with the meninges, remains poorly understood.

The App gene is a well‐known Mendelian factor in early‐onset AD, with the detrimental effects of the Swedish mutant APP (APP_swe_) on AD pathogenesis extensively documented [15, 16, 17]. For instance, the *Tg2576* transgenic model, which expresses human APP_swe_ under the control of a prion promoter, and the newer APP mutant knock‐in (KI) mouse model, *APP^NL‐G‐F^*, both develop neuro‐pathological deficits that resemble aspects of AD in aged mice [18, 19]. While APP is widely expressed, including in osteoblasts (bone‐formation cells) and osteoclasts (bone‐resorbing cells) [20, 21], research on the role of APP and APP_swe_ in bone remains limited. Notably, both App knockout (*App^−/−^*) and *Tg2576* mice exhibit early osteoporotic‐like traits that appear before neuro‐pathological changes [20, 21, 22]. These findings underscore the involvement of APP and APP_swe_ in bone remodeling and homeostasis. However, it remains unclear whether these bone deficits impact brain function. Given that bone remodeling affects marrow in various types of bones, it is yet to be determined whether altered bone remodeling due to APP_swe_ influences the development and function of SBM and its vascular connections.

To address these questions, we initially generated *TgAPP_swe_^hOCN‐Cre(tg)^* mice by crossing *loxP‐STOP‐loxP (LSL)‐APP_swe_* with *hOCN‐Cre(tg)*, a transgenic line expressing Cre under the control of human osteocalcin (BGLAP) promoter (Ocn/Bglap) [21, 23]. These mice developed not only osteoporotic‐like bone deficits but also increased activation of glial cells selectively in the cortex, including GFAP^+^ reactive astrocytes and IBA1^+^ microglia/macrophages, inflammatory cytokines, and behavioral changes [23]. While these findings support a bone‐to‐cortex axis in AD development, we unexpectedly detected the Cre/APP_swe_’s leaky expression in select brain regions, including the dorsal dentate gyrus, olfactory bulb, and cerebellum in this mouse line. [23, 24] Although the neuronal expression was weaker than that in osteoblasts [23], it introduces potential confounding effects that may complicate interpretation of the brain and behavioral phenotypes observed in these mice.

In this study, we addressed the limitations of previous models by generating a new mouse line, *TgAPP_swe_^mOCN‐Cre^*, in which *LSL‐APP_swe_* were crossed with *mOCN‐Cre(KI)*, a newly generated Cre knock‐in mouse line that expresses Cre under the control of endogenous *Ocn/Bglap* promoter. This new mouse line specifically expressed APP_swe_/Cre in osteoblast‐lineage cells, without the “leaky” neuronal expression observed in *TgAPP_swe_^hOCN‐Cre(tg)^* mice. These newly generated mice faithfully recapitulated both the skeletal and cortical phenotypes seen in the previous model, further supporting the existence of a bone‐to‐cortex axis in AD progression.

Using this refined model, we investigated mechanisms underlying cortex vulnerability to osteoblastic APP_swe_ expression. Our results show that APP_swe_ expression in osteoblasts induces early structural changes in the SBM and associated channels, including reduced marrow volume, increased SBM density, and enhanced channels connecting SBM to the dural meninges. Notably, these anatomical changes were age‐dependent: most prominent at 6 months of age (6‐MO) but declined by 12 months (12‐MO), correlated well with alterations in meningeal vessel‐associated macrophages (VAMs), cortical microglia, cerebral blood flow (CBF), and cognitive performance. Importantly, similar SBM and meningeal phenotypes were also detected in other AD models, such as *Tg2576* and *APP^NL‐G‐F^* mice. Importantly, bone marrow macrophage transplantation (BMMT) into 12‐MO *TgAPP_swe_^mOCN‐Cre^* mice increased macrophage/microglia populations in the SBM, meninges, and cortex, and improved CBF and cognitive function. Further mechanistic insights from RNA‐seq analysis of APP_swe_^+^ calvarial osteoblasts revealed alterations in multiple pathways, including cell adhesion and proliferation and Wnt/β‐catenin pathways. Mice with osteoblastic depletion of ATP6AP2, a Wnt/β‐catenin signaling and v‐ATPase regulator implicated in dementia, showed disrupted SBM and channel formation, reduced meningeal and cortical macrophages/microglia, diminished CBF, and impaired cognitive function, in control and *TgAPP_swe_^mOCN‐Cre^* mice. In summary, these findings underscore the critical roles of osteoblastic APP_swe_ and ATP6AP2 in regulating the development and remodeling of the SBM and its channels. They also highlight a novel and important SBM–meninges–cortex signaling axis that contributes to the pathophysiology of AD.

## 2 Results

### 2.1 Earlier Onset Changes in SBM in *TgAPP_swe_^mOCN‐Cre^* Mice that Specifically Express APP_swe_ in Osteoblast‐Lineage Cells

To investigate a bone‐to‐brain axis in AD development, it is critical to establish a mouse line that specifically expresses AD risk gene in bone cells (e.g., osteoblasts) without leaky expression in the brain and other tissues. To this end, we generated a new knock‐in mouse line, mOCN‐Cre [also referred to as mOCN‐Cre(KI)], by inserting a P2A‐Cre cassette at the C‐terminus of the endogenous *Ocn/Bglap* gene using CRISPR/Cas9‐mediated genome editing (Figure S1A). This insertion did not disrupt endogenous *Ocn/Bglap* expression, as RT‐PCR analysis showed comparable *Bglap* transcript levels in bone marrow stromal cells (BMSCs) from wild‐type and mOCN‐Cre mice (Figure S1B).

To assess tissue/cell type specificity of the Cre expression, we crossed mOCN‐Cre mice with the Ai9 Cre‐responsive tdTomato reporter line to generate *mOCN‐Cre;Ai9* mice. In these animals, tdTomato expression was restricted to osteoblast‐lineage cells in the bone, with minimal to no expression detected in the brain (Figure S1C, left panel) or other tissues examined (data not shown). This contrasts with *hOCN‐Cre(tg)* mice, which exhibited tdTomato expression in discrete brain regions due to transgene leakiness (Figure S1C, right panel) [23, 24]. These results confirm that mOCN‐Cre drives osteoblast‐specific Cre activity, consistent with Ocn's established role as a marker of bone‐forming osteoblasts [25, 26].

We next crossed *mOCN‐Cre* mice with *LSL‐APP_swe_* to generate *TgAPP_swe_^mOCN‐Cre^* mice (Figure S1D). As expected, APP_swe_ expression in this new line was confined to osteoblast‐lineage cells, with no detectable expression in the cortex or hippocampus (Figure S1E).

We then investigated the skeletal phenotypes in the femur, vertebrae, and skull by immunohistochemical analysis of bone sections from various ages of control (*mOCN‐Cre;Ai9*) and *TgAPP_swe_^mOCN‐Cre^;Ai9* mice. At 3‐MO, tdTomato‐based assessment revealed minimal tdTomato^+^ osteoblast bone volume (OBV) changes in the femur and vertebrae of mutants (Figure S1F,G). However, parietal calvarial sections from 3‐MO *TgAPP_swe_^mOCN‐Cre^;Ai9* skulls showed marked abnormalities compared to controls, including reduced skull bone (SB) thickness, decreased SBM volume, and increased SBM density (Figure 1A,B). By 6‐MO, these skull abnormalities persisted, and significant reductions in OBV/TV (total volume) were also observed in mutant femur and vertebrae (Figure 1C,D; Figure S1F,H).

**FIGURE 1:**
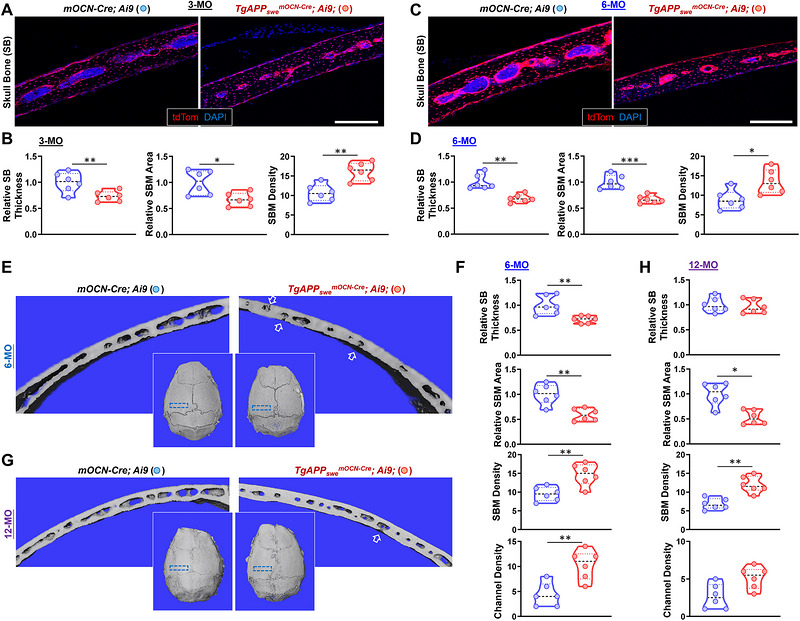
Earlier onset skull bone deficits in Tg*APP_swe_^mOCN‐Cre^* mice. (A) Representative images of skull bone sections from 3‐MO *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice immunostained with DAPI (blue). Cre‐positive cells express the red fluorescent protein tdTomato (red). Scale bar, 0.5 mm. (B) Quantification analyses of skull bone (SB) thickness, skull bone marrow (SBM) area, and SBM density in A. (C) Representative images of skull bone sections from 6‐MO *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice. Scale bar, 0.5 mm. (D) Quantification analyses in C. (E) Representative µCT 3D images of skull bone from 6‐month male ctrl and *TgAPP_swe_^mOCN‐Cre^* mice littermates. (F) Quantification analyses of SB thickness, SBM area, SBM density, and channel density by direct model of µCT analysis in E. (G) Representative µCT 3D images of skull bone from 12‐month male ctrl and *TgAPP_swe_^mOCN‐Cre^* mice littermates. (H) Quantification analyses of µCT analysis in G. Data in (B), (D), (F), and (H) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n  =  6 male mice of each genotype). P values obtained by unpaired two‐tailed *t*‐test. *P < 0.05. **P < 0.01. ***P < 0.001.

We further validated the skull bone changes by microCT imaging analysis. Consistent with the immunohistological data, 6‐MO *TgAPP_swe_^mOCN‐Cre^* mice exhibited significantly thinner skull bones and more numerous, smaller SBM cavities relative to controls (Figure 1E,F).

We next examined whether these skull phenotypes persist with age. MicroCT analysis of 12‐MO *TgAPP_swe_^mOCN‐Cre^* mice, compared with age‐matched controls, revealed an increased number of smaller BM cavities (Figure 1G,H), similar to those observed in 6‐MO mutants. In contrast to the 6‐MO phenotype, however, SB thickness in 12‐MO mutants appeared to be comparable to those in control mice (Figure 1G,H).

Together, these results indicate that APP_swe_ reduces SB thickness and alters SBM remodeling and demonstrate that SB and SBM are particularly vulnerable to early pathological changes driven by osteoblastic APP_swe_ expression.

### 2.2 Elevated Vascular Channels Connecting SBM to the Dura Mater and Increased BM Cells in Dura Mater in 6‐MO, but not 12‐MO, *TgAPP_swe_^mOCN‐Cre^* Mice

Notably, in addition to the increased SBM density, microCT imaging revealed an expansion of channel‐like structures connecting the SBM to the dura mater in 6‐MO *TgAPP_swe_^mOCN‐Cre^* mice (Figure 1E,F). Given recent reports identifying bone‐embedded vascular channels that link the SBM directly to meningeal vasculature [1, 27, 28, 29, 30], we speculate that the microCT‐detected structures may represent such conduits. To test this, we performed co‐immunostaining on skull (parietal calvaria) sections from 6‐MO *TgAPP_swe_^mOCN‐Cre^;Ai9* and control (*mOCN‐Cre;Ai9*) mice using endothelial markers (CD31, Endomucin). As expected, vascular channels traversing the bone and connecting the SBM with the dura mater as well as the periosteum were identified (Figure 2A, open arrows). These channels were surrounded by tdTomato^+^Runx2^+^ osteoblasts, RANK^+^ osteoclasts, and IBA1^+^ myeloid cells (Figure S2A). Importantly, the number of channels connecting the SBM to the dura, but not to the periosteum, was significantly increased in 6‐MO *TgAPP_swe_^mOCN‐Cre^;Ai9* mice (Figure 2A,C), corroborating the microCT findings (Figure 1E,F). However, SBM‐to‐dura channel numbers in 12‐MO mutants appeared to be comparable to those in control mice (Figures 1G,H and 2B,C). These results imply that osteoblastic APP_swe_ expression promotes SBM‐to‐dura connectivity at 6‐MO age, indicating active remodeling of SBM and vascular architecture.

**FIGURE 2:**
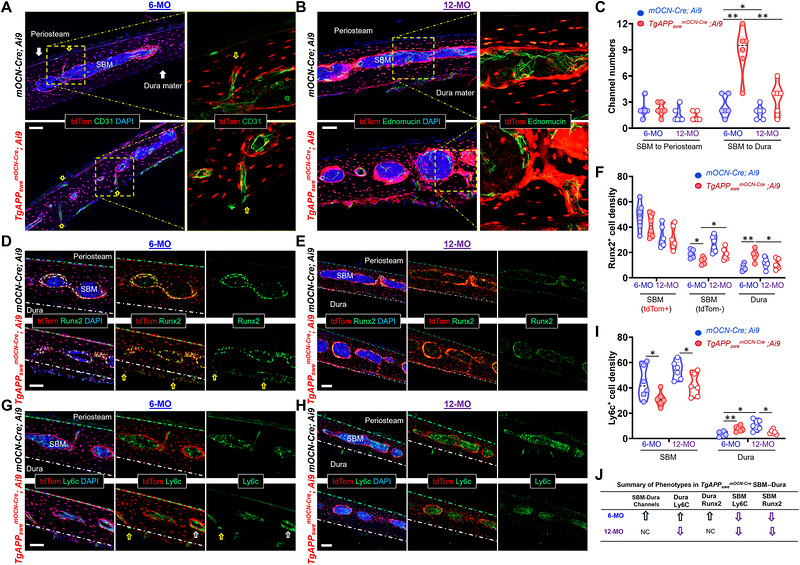
Increased vascular channels and dura side myeloid cell distribution in 6‐MO, but not 12‐MO, *TgAPP_swe_^mOCN‐Cre^* mice. (A,B) Representative images of skull bone sections from 6‐MO (A) or 12‐MO (B) male *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with CD31 (green) (A) / ednomucin (green) (B) and DAPI (blue). Cre‐positive cells express the tdTomato (red). Scale bar, 100 µm. (C) Quantification analyses of channel numbers from SBM to periosteam and dura in A‐B. (D,E) Representative images of skull bone sections from 6‐MO (D) or 12‐MO (e) male *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with Runx2 (green) and DAPI (blue). Cre‐positive cells express the tdTomato (red). Scale bar, 100 µm. (F) Quantification analyses of tdTom^+^Runx2^+^ and tdTom^−^Runx2^+^ cell density in SBM, and Runx2^+^ cell density in dura side in D‐E. (G,H) Representative images of skull bone sections from 6‐MO (G) or 12‐MO (H) *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with Ly6c (green) and DAPI (blue). Cre‐positive cells express the tdTomato (red). Scale bar, 100 µm. (I) Quantification analyses of Ly6c^+^ cell density in SBM and dura side in G‐H. (J) Summary of phenotypes in *TgAPP_swe_^mOCN‐Cre^* SBM‐Dura. Data in (C), (F), and (I) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (*n*  =  6 male mice of each genotype). Statistical analysis was performed using two‐way ANOVA followed by Bonferroni's post hoc test. *P < 0.05. **P < 0.01.

Prompted by this age‐dependent changes in SBM‐to‐dura connectivity in the mutant mice, we asked whether SBM‐derived cells exhibit altered migratory behavior toward their dura. Co‐immunostaining for mesenchymal stromal (Runx2), CAR (CXCL12), and myeloid (Ly6C, IBA1) cell markers were performed in 6‐ and 12‐MO mutant and control SB sections (Figure 2D–I; Figure S2B–G). At 6‐MO, while the total number of tdTomato^+^ cells (BMSCs, osteoblasts and osteocytes) remained largely unchanged, a reduction of Runx2^+^tdTom^−^ and CXCL12^+^tdTom^−^ stromal/CAR cells in the SBM, accompanied by an increase of these cells in the dura, were detected in *TgAPP_swe_^mOCN‐Cre^* mice (Figure 2D,F; Figure S2B,D). Similarly, Ly6C^+^ and IBA1^+^ myeloid cells were reduced in the SBM but enriched along vascular channels and in the dura in the 6‐MO mutants (Figure 2G,I; Figure S2E,G). Notably, these myeloid cells displayed an elongated morphology and close association with tdTom^+^ osteoblasts surrounding the SBM and channels in mutants, suggesting a migratory phenotype (Figure 2G; Figure S2A). By 12‐months, the numbers of RUNX2^+^tdTom^+^ osteoblasts in skull bone or surrounding the SBM, channels, and dura were all marked reduced or undetectable in both control and mutants (Figure 2E,F), concordant with the decline of channel abundance in both 12‐MO control and mutants. Additionally, the CXCL12^+^tdTom^−^ CAR cells in the SBM and dura remained lower in the mutants (Figure S2C,D); and the dural distributions of Ly6C^+^ and IBA1^+^ myeloid cells seen at 6‐MO were no longer evident in 12‐MO mutants (Figure 2H–J; Figure S2F,G).

Although the reduced SBM cells appeared to be linked with the increased SBM cells’ distribution in dura mater in 6‐MO mutant mice (Figure 2J), implicating an increased cell migration to underlie the altered cell distribution, it remains unclear whether osteoblastic APP_swe_ expression affects the proliferative capacity of SBM‐resident cells. To address this question, we examined proliferation within SBM macrophages by co‐immunostaining for IBA1 and Ki67. In 6‐MO *TgAPP_swe_^mOCN‐Cre^* mice, the IBA1^+^Ki67^+^ cell density and proportion of proliferating IBA1^+^Ki67^+^ cells among total IBA1^+^ cells were slightly, but not significantly, reduced compared with controls (Figure S3A–D). This reduction became more pronounced with age, as 12‐month‐old (12‐MO) mice exhibited a significant decline in the proliferative capacity of SBM IBA1^+^ cells relative to 6‐MO mice, with a further decrease observed in the mutant group (Figure S3A–D). These findings, together with the reduced number of SBM myeloid cells and the increased accumulation of SBM‐derived cells in the dura mater at 6‐MO, suggest that the decrease in SBM IBA1^+^ cells in 6‐MO mutants may reflect enhanced migration and a slight reduction of the cell proliferation, whereas in aged or 12‐MO mutants, impaired proliferation appears to be the predominant factor.

Together, these findings suggest an age‐dependent, cell non‐autonomous role of osteoblastic APP_swe_ in regulating SBM remodeling, vascular channel dynamics, and the distribution, morphology, and proliferation of marrow cells, particularly myeloid populations, highlighting a potential pathway through which SBM changes could influence brain function in AD.

### 2.3 Increased Meningeal Vascular‐Associated Macrophages, Cortical Microglia, and Cerebral Blood Flow in 6‐MO, but not 12‐MO, *TgAPP_swe_^mOCN‐Cre^* Mice

To further investigate whether osteoblastic APP_swe_ expression regulates the migration of SBM‐derived myeloid cells to the dural and meningeal compartments, we examined IBA1^+^ macrophages and blood vessels (BVs) (PODXL^+^ or SMA^+^) in the meninges of control and *TgAPP_swe_^mOCN‐Cre^* mice at 6 and 12 months of age. To enable this analysis, we used a thin transverse sectioning approach to isolate the upper ∼1 mm of cortex along with the intact overlying pial and meninges for whole‐mount co‐immunostaining (Figure 3A). Strikingly, a significant increase in PODXL^+^ vessel‐associated IBA1^+^ cells [vessel‐associated macrophages (VAMs)] was detected in the meninges of 6‐MO *TgAPP_swe_^mOCN‐Cre^* mice (Figure 3B,C). These VAMs exhibited distinct morphological features, including reduced circularity and stronger association with both PODXL^+^ vessels and smooth muscle actin (SMA)^+^ arteries (Figure 3B,C), consistent with a migratory state. In parallel, the overall density of non‐arterial PODXL^+^ BVs appeared to be elevated in 6‐MO mutant meninges (Figure 3B,C). By 12 months, however, VAM density was no longer elevated in mutants compared to controls (Figure 3D,E). More IBA1^+^ cells in 12‐MO controls displayed a ramified morphology with star‐like processes, while most of those in 6‐MO mice had larger somas and fewer processes (Figure 3B,D). In 12‐MO mutant mice, IBA1^+^ cells retained the elongated morphology seen at 6‐MO but exhibited less association with small vessels (Figure 3D,E). Further co‐immunofluorescence staining using antibodies against CD206, a marker of M2‐like macrophages, together with IBA1 revealed an increased density of CD206^+^ cells in 6‐MO, but not 12‐MO, *TgAPP_swe_^mOCN‐Cre^* mice (Figure 3B–E). In addition, the proportion of IBA1^+^CD206^+^ double‐positive cells relative to total IBA1^+^ cells was significantly elevated in *TgAPP_swe_^mOCN‐Cre^* mice compared with controls (Figure S4A–F). Collectively, these findings indicate age‐dependent alterations in meningeal VAMs and BVs driven by osteoblastic APP_swe_ expression.

**FIGURE 3:**
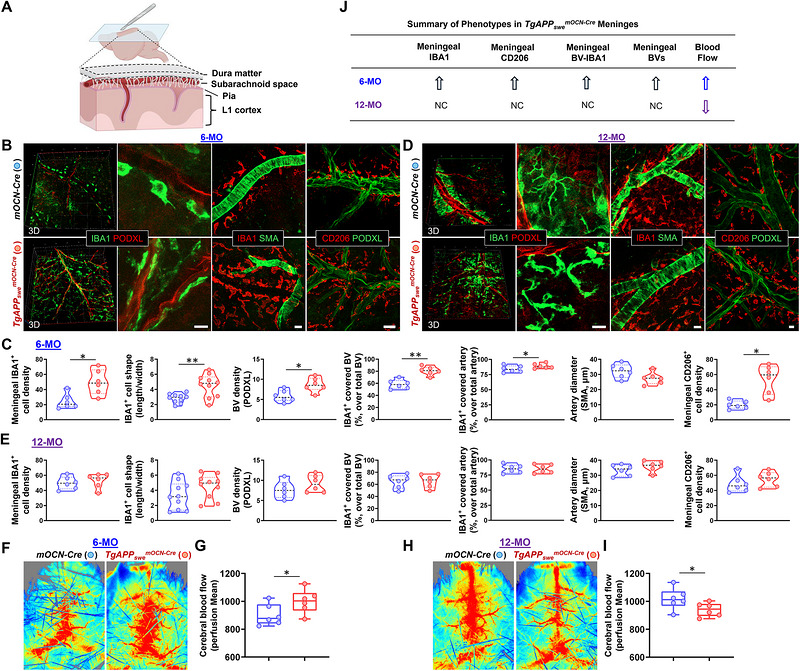
Age‐dependent changes in meningeal blood vessels and blood flow in Tg*APP_swe_^mOCN‐Cre^* mice. (A) Tissue cutting schematic. 6‐MO or 12‐MO *mOCN‐Cre* and *TgAPP_swe_^mOCN‐Cre^* mice were used for whole‐mount transverse tissue sectioning for cortical surface immunostaining. Tissue sections were ∼1 mm deep into the cortex and contained layers of the meninges such as the pia. (B) Representative images of cortical surface sections from 6‐MO *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with IBA1or CD206 and PODXL or SMA. Scale bar, 20 µm. (C) Quantification analyses of meninges IBA1^+^ cell density, IBA1^+^ cell shape, blood vessels (BV) density, percentage of IBA1^+^ cells covered BV, percentage of IBA1^+^ cells covered arteries, and artery diameter, and meningeal CD206^+^ cell density in B. (D) Representative images of cortical surface sections from 12‐MO *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with IBA1 or CD206 and PODXL or SMA. Scale bar, 20 µm. (E) Quantification analyses in D. (F) Representative image of unilateral cerebral blood flow analyses of 6‐MO *mOCN‐Cre* and *TgAPP_swe_^mOCN‐Cre^* mice via laser speckle contrast imaging. (G) Quantification of average recorded perfusion in F. (H) Representative image of unilateral cerebral blood flow analyses of 12‐MO *mOCN‐Cre* and *TgAPP_swe_^mOCN‐Cre^* mice via laser speckle contrast imaging. (I) Quantification of average recorded perfusion in H. (J) Summary of phenotypes in *TgAPP_swe_^mOCN‐Cre^* meninges. Data in (C) and (E) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. Data in (G) and (I) are shown as box plots together with individual data points, and whiskers indicate the minimum to maximum. *n* = 6 male mice of each genotype. P values obtained by an unpaired two‐tailed *t*‐test. *P < 0.05. **P < 0.01.

Given the dynamic changes of meningeal VAMs and BVs, we next examined whether meningeal blood flow was altered in 6‐ and 12‐MO *TgAPP_swe_^mOCN‐Cre^* mice. Intriguingly, Laser doppler imaging, which primarily detects superficial vascular perfusion in the meninges and upper cortex, revealed dynamic, age‐related changes (Figure 3F–I). At 6‐MO, blood perfusion or flow was significantly increased in the mutant mice compared to controls (Figure 3F,G). By 12 months, flow declined in mutants to levels below those of controls (Figure 3H,I). These blood flow changes closely paralleled the temporal pattern of meningeal VAM abundance (Figure 3J), suggesting an association between VAM dynamics and local vascular perfusion. Notably, CD206^+^ M2‐like macrophages are often associated with anti‐inflammatory and pro‐angiogenic functions, suggesting a potential role in modulating local vascular responses.

We further assessed glial cell responses in *TgAPP_swe_^mOCN‐Cre^* cortex, focusing on GFAP^+^ astrocytes and IBA1^+^ microglia, based on prior findings in *TgAPP_swe_^hOCN‐Cre^* mice [23]. Indeed, at 6‐MO, co‐immunostaining revealed an increase in IBA1^+^ microglia, predominantly in cortical layers I– IV, and elevated GFAP^+^ astrocytes localized to the pial membrane and Layer I (Figure S5A,B). By 12 months, astrocyte density remained elevated in these regions, whereas microglial density in Layers II– IV returned to control levels (Figure S5C,D). These glial cell responses were regionally specific to the cortex and absent in the hippocampus (Figure S5E–H), underscoring a spatially and temporally restricted effect of osteoblastic APP_swe_ expression on cortical glial activation.

Notably, similar to male mutants, female *TgAPP_swe_^mOCN‐Cre^* mice exhibited alterations in skull bone structure, meningeal features, and cerebral blood flow (CBF) relative to controls (Figure S6A–K). These findings suggest that the osteoblastic APP_swe_ driven changes in SBM–meninges–cortex axis is also largely preserved in female mice at this age.

Collectively, these findings reveal a transient increase in vascular‐associated glial cells, particularly IBA1^+^ cells, in the meninges and superficial cortex of *TgAPP_swe_^mOCN‐Cre^* mice. This glial activation corresponds closely with changes in meningeal blood flow and supports a model in which SBM‐derived myeloid cells access the meninges and cortical compartments via osteoblast‐modulated vascular pathways, which may be critical for modulating cerebral blood flow.

### 2.4 Similar Age‐Dependent Alterations in SBM, Meningeal VAMs, and Cerebral Blood Flow in *Tg2576* Mice

We further addressed whether similar SBM and meningeal changes could occur in other AD mouse models, such as *Tg2576* and *APP^NL‐G‐F^* mice. Tg2576 is a widely used transgenic line expressing hAPP_swe_ under the prion promoter, with broad tissue expression including bone [18], while *APP^NL‐G‐F^* is a knock‐in (KI) mouse model harboring humanized APP mutations [19]. Histological analysis of skull sections from both models revealed comparable alterations to those in *TgAPP_swe_^mOCN‐Cre^* mice, including thinner skull bone, reduced SBM volume, increased SBM densities in both 6‐ and 12‐MO (Figure S7). Importantly, further microCT imaging of *Tg2576* mice revealed similar but more severe SB phenotypes than those of *TgAPP_swe_^mOCN‐Cre^* mice, with more numerous small BMs distributed in two layers (Figure 4A–J), and the vascular‐like channels were increased at 6 to 8‐MO, but not at 12‐MO (Figure 4E,J). We also examined meningeal VAMs and blood flow in *Tg2576* mice. Again, similar age‐dependent alterations in both meningeal VAMs and blood flow were detected in *Tg2576* mice (Figure 4K–V). Together, these results are in line with the view for SBM‐derived myeloid cells to play a role in modulating cerebral blood flow and provide additional evidence that skull‐ and meninges‐related vascular remodeling may represent a common early structure feature across multiple AD models.

**FIGURE 4:**
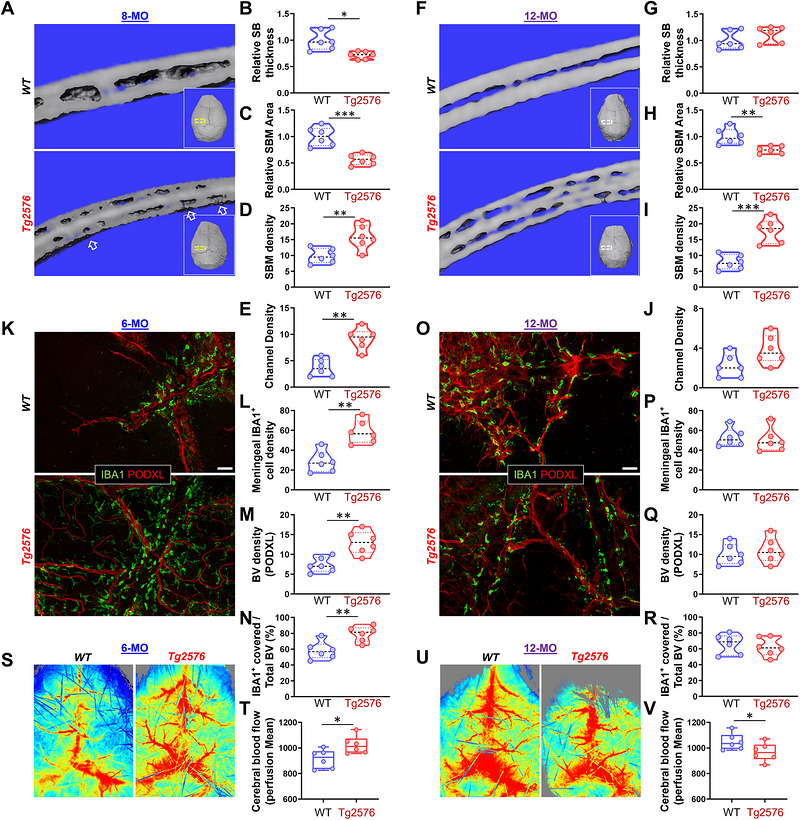
Altered skull bone remodeling in 6 to 8‐MO and 12‐MO *Tg2576* mice. (A) Representative µCT 3D images of skull bone from 8‐month male WT and *Tg2576* mice littermates. (B–E) Quantification analyses of SB thickness, SBM area, SBM density, and channel density in a by direct model of µCT analysis. (F) Representative µCT 3D images of skull bone from 12‐month male WT and *Tg2576* mice littermates. (G–J) Quantification analyses of SB thickness, SBM area, SBM density, and channel density in F by direct model of µCT analysis. (K) Representative images of cortical surface sections from 6‐MO WT and *Tg2576* mice coimmunostained with IBA1 and PODXL. Scale bar, 50 µm. (L–N) Quantification analyses of meninges IBA1^+^ cell density, BV density, and percentage of BV covered by IBA1^+^ cells in K. (O) Representative images of cortical surface sections from 12‐MO WT and *Tg2576* mice coimmunostained with IBA1 and PODXL. Scale bar, 50 µm. (P–R) Quantification analyses of meninges IBA1^+^ cell density, BV density, and percentage of BV covered by IBA1^+^ cells in O. (S) Representative image of unilateral cerebral blood flow analyses of 6‐MO WT and *Tg2576* mice via laser speckle contrast imaging. (T) Quantification of average recorded perfusion in S. (U) Representative image of unilateral cerebral blood flow analyses of 12‐MO WT and *Tg2576* mice via laser speckle contrast imaging. (V) Quantification of average recorded perfusion in U. Data in (B‐E), (G‐J), (L‐N), and (P‐R) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. Data in (T) and (V) are shown as box plots together with individual data points, and whiskers indicate the minimum to maximum. *n* = 6 male mice of each genotype. P values obtained by unpaired two‐tailed *t*‐test. *P < 0.05. **P < 0.01. ***P < 0.001.

### 2.5 Age‐Dependent Cognitive Changes in *TgAPP_swe_^mOCN‐Cre^* Mice

To determine whether altered communications in SBM‐meninges‐cortex axis contribute to AD development, we asked if *TgAPP_swe_^mOCN‐Cre^* mice show an age‐dependent cognition changes, similar to those in *Tg2576* and *TgAPP_swe_^hOCN‐Cre(tg)^* mice. To this end, we subjected *TgAPP_swe_^mOCN‐Cr^* ^e^ and control (*mOCN‐Cre*) mice to a battery of behavioral tests at 6‐ and 12‐MO. These included the open field test (OFT) to assess anxiety‐like behavior and locomotor activity, the Morris water maze (MWM) for spatial learning and memory, the novel object recognition (NOR) test for recognition memory, and the Y‐maze for working memory.

In the OFT, *TgAPP_swe_^mOCN‐Cre^* mice at both ages spent significantly less time in the center of the arena compared to age‐matched controls, despite similar total distances traveled (Figure S8). These findings indicate reduced exploratory behavior in the mutants, suggestive of increased anxiety‐ and/or depression‐like tendencies, without impairments in general locomotion.

Critically, age‐dependent differences emerged in cognitive task performance across MWM, NOR, and Y‐maze tests. At 6‐MO, *TgAPP_swe_^mOCN‐Cre^* mice exhibited slightly enhanced spatial learning and long‐term memory in the MWM (Figure 5A–C), with no significant differences observed in the NOR or Y‐maze (Figure 5D–G) compared to controls. However, by 12‐MO, *TgAPP_swe_^mOCN‐Cre^* mice displayed significant impairments across all three behavioral paradigms (Figure 5H–N).

**FIGURE 5:**
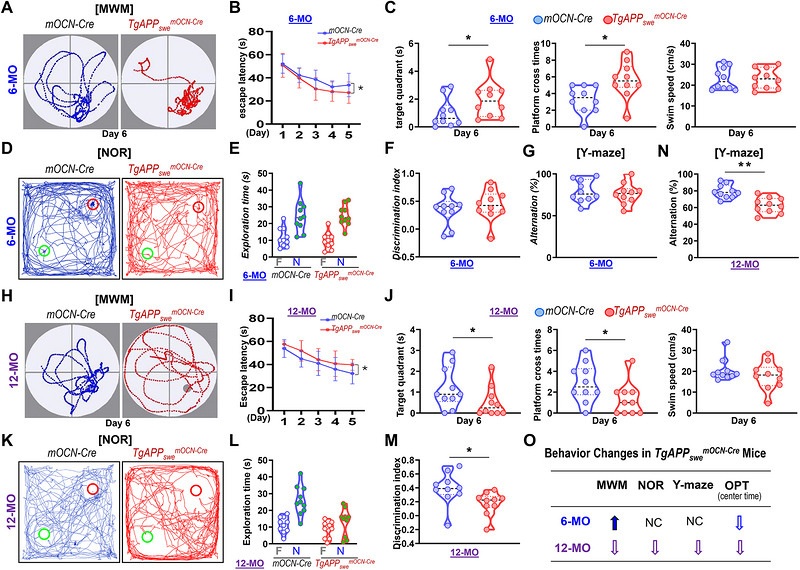
Age‐dependent cognition declines by *TgAPP_swe_^mOCN‐Cre^* mice. (A–C) 6‐MO *mOCN‐Cre* and *TgAPP_swe_^mOCN‐Cre^* male mice were subject to Morris water maze (MWM), the latencies to reach the hidden platform during the training period were shown in B, and the representative tracing images and quantification of time spent in the target quadrant, platform crossing time, and swim speed were shown in A and C. (D–F) Novel Object Recognition (NOR). The time spent with familiar and novel object was shown in E. The discrimination index which is calculated by subtracting the exploration time of the familiar object from the exploration time of the novel object and then dividing by the total exploration time for both objects, is shown in F. (G) Y‐maze test. Spontaneous alternation was shown. (H–N) 12‐MO *mOCN‐Cre* and *TgAPP_swe_^mOCN‐Cre^* male mice were subject to MWM (h‐j), NOR (K‐M), and Y‐maze (N) tests. (O) Summary of behavior changes in 6‐MO and 12‐MO *TgAPP_swe_^mOCN‐Cre^* mice. Data in (B) and (I) are presented as mean± SD (*n* = 10). Data in (C), (E‐G), (J), and (L‐N) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. (*n* = 10 animals per genotype). *P* values obtained by one‐way ANOVA followed by Tukey post hoc test in (B) and (I), and unpaired two‐tailed *t*‐test in the others. *P < 0.05.

These results highlight a clear age‐dependent trajectory of cognitive function in *TgAPP_swe_^mOCN‐Cre^* mice (Figure 5O), mirroring patterns observed in *TgAPP_swe_^hOCN‐Cre(tg)^* and *Tg2576* mice [23, 31, 32]. Together with our earlier findings, this raises an intriguing question about whether the observed age‐related changes in SBM, meningeal VAMs, cortical microglia, and cerebral blood flow are mechanistically linked to cognition changes.

### 2.6 BMM Transplantation Enhances Recruitment of IBA1^+^ Cells to SBM, Meninges, and Cortex, and Improves Cerebral Blood Flow and Cognitive Function in 12‐MO *TgAPP_swe_^mOCN‐Cre^* Mice

To address the question above, we investigated whether bone marrow macrophage transplantation (BMMT) could enhance macrophage presence in the SBM and meninges, thereby influencing cerebral blood flow and cognitive function. For this purpose, bone marrow cells were isolated from the femoral bone marrow of 3‐MO *Lyz‐M‐Cre;Ai9* mice, in which macrophages express tdTomato fluorescence (Figure 6A). These tdTomato^+^ BMMs were transplanted into 6‐MO *TgAPP_swe_^mOCN‐Cre^* and control (mOCN‐Cre) recipient mice (Figure 6A). Six months following BMMT, the mice underwent cognitive behavioral testing and were then sacrificed for immunohistological analysis (Figure 6A). As shown in Figure 6B–H, tdTomato^+^ macrophages were detectable in the SBM, meninges, and cortical surface of 12‐MO *TgAPP_swe_^mOCN‐Cre^* and control mice following BMMT. Notably, abundant tdTomato^+^CD206^+^ double‐positive cells were observed in the meninges, indicating the presence of transplanted macrophages with an M2‐like phenotype in this compartment (Figure 6D,H). Interestingly, BMMT enhanced cerebral blood flow and improved performance in the novel object recognition (NOR) test and Y‐maze test in *TgAPP_swe_^mOCN‐Cre^* mice (Figure 6H–M). These findings support the view that BM–derived myeloid cells/macrophages, through the SBM–meninges–cortex pathway, play a role in enhancing cerebral perfusion and cognitive function.

**FIGURE 6:**
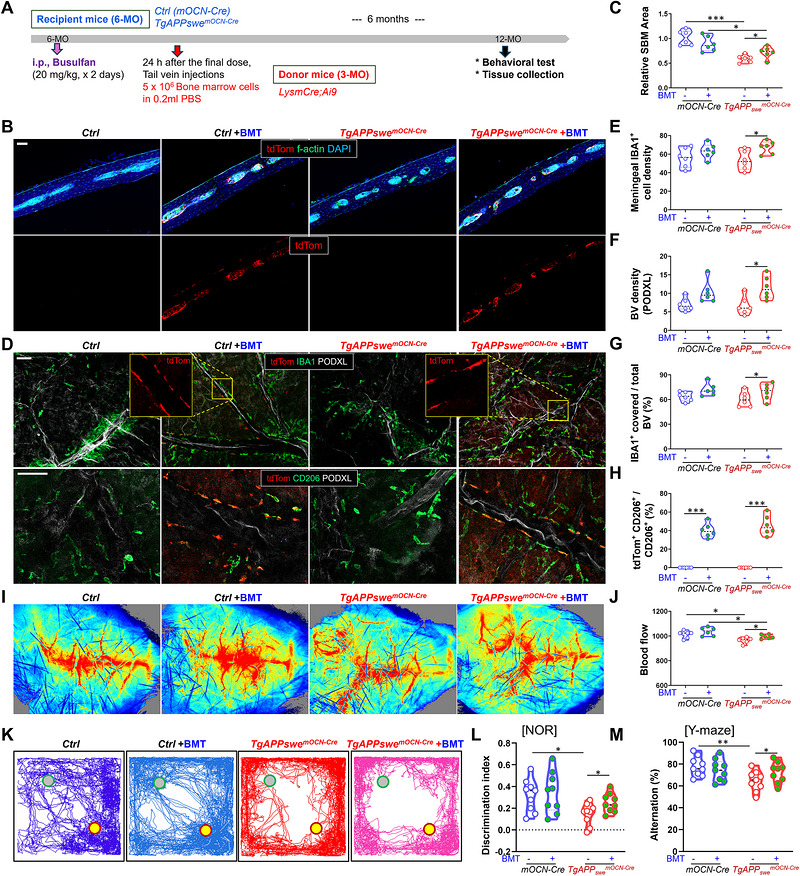
Bone marrow macrophage transplantation promotes myeloid cells from blood to SBM, meningeal, and cortex, enhances cerebral blood flow, and improves cognitive function in 12‐MO *TgAPP_swe_^mOCN‐Cre^* mice. (A) Illustration of Bone marrow macrophage transplantation. (B) Representative images of skull bone sections from 12‐MO *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice with or without BMT coimmunostained with f‐actin (green) and DAPI (blue). Cre‐positive BM cells express the tdTomato (red). Scale bar, 100 µm. (C) Quantification analyses of SBM area in B. (D) Representative images of cortical surface sections coimmunostained with PODXL and IBA1 or CD206. Scale bar, 50 µm. (E–H) Quantification analyses of meninges IBA1^+^ cell density, BV density, percentage of BV length covered by IBA1^+^ cells, and percentage of tdTom^+^ CD206^+^ of total CD206^+^ in D. (I) Representative image of unilateral cerebral blood flow analyses via laser speckle contrast imaging. (J) Quantification of average recorded perfusion in I. (K,L) Novel Object Recognition (NOR). The discrimination index was shown in L. (M) Y‐maze test. Spontaneous alternation was shown. Data in (C), (E‐H), (J), and (L‐M) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. (*n* = 6 to 9 male animals per genotype). *P* values obtained by two‐way ANOVA followed by Bonferroni's post hoc test. *P < 0.05. **P < 0.01. ***P < 0.001.

### 2.7 RNAseq Analysis Showing Changes in Multi‐Pathways, Including Down‐Regulation of CELL Proliferation, in APP_swe_^+^ Calvarial Osteoblasts

We next investigated how APP_swe_^+^ osteoblasts affect SB and SBM remodeling. 

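The bulk RNA sequencing covered 6 libraries labelled as skull osteoblasts from mice aged 6 months, 3 labelled control (mOCN-Cre;Ai9) and 3 labelled APPswe (TgAPPswe mOCN-Cre;Ai9). Ai9 is a reporter allele that makes the red protein tdTomato once Cre has acted, and mOCN-Cre expresses Cre from the osteocalcin promoter, so sorting for tdTomato selects cells in which that promoter was active. Fig. S9A draws a primary culture of skull bone fragments ahead of the sorting. The authors deposited the number of reads counted on each of 17830 genes, without normalization, together with FPKM values and their own comparison of the genotypes. The aligner, the counting tool and the genome build are not named in the paper's text. The control libraries held 17649704, 18134411 and 18398392 counts for replicates 1, 2 and 3, and the APPswe libraries held 17263757, 17555489 and 17483141. At these depths 3 counts correspond to between 0.163 and 0.174 CPM, the counts of a gene scaled to a common library size, and this floor covers counting error only. For the values given here the counts were normalized with edgeR's TMM method, genes with too few counts were removed with its filterByExpr function, and the remaining 13484 genes were compared between genotypes with its quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds the paper states. App, the mouse gene whose human counterpart the transgene expresses, was counted at 1119 ± 154 CPM (SD, n = 3) in control and 1036 ± 19.2 CPM (SD, n = 3) in APPswe libraries, a log2 fold change of -0.11 (standard error 0.11, edgeR adjusted p = 0.507). Reads of the human transgene were not counted separately, so App does not test the genotype labels. In a principal component analysis of log2 CPM, the first component held 57.8% of the variance and separated the genotypes, and the second held 35.3% and separated control replicate 2 from the other libraries of its group. The biological coefficient of variation was 0.0658 between control replicates 1 and 3, 0.342 between control replicates 1 and 2 and 0.346 between control replicates 2 and 3. Between APPswe libraries it was 0.0759 for replicates 1 and 2, 0.0788 for replicates 1 and 3, and 0.0202 for replicates 2 and 3, whose counts still differed by more than sampling noise (chi-square per degree of freedom 1.58 over 13331 genes). That excess over counting error does not show that these libraries come from separate mice or cultures. All 6 libraries were kept as separate replicates, which is an assumption. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 2 counts in control replicate 2 and between 2257 and 3406 counts in each of the other libraries. Bglap, the osteocalcin gene, had 1 count in control replicate 2 and between 115 and 204 counts in each of the others. The median of 12 osteoblast marker genes was 1.12 CPM in control replicate 2 and between 20.9 and 27.8 CPM in the others. Not all of these markers fell. Runx2 was at 27.9 CPM in control replicate 2, against 19.9 and 18.3 CPM in control replicates 1 and 3. Col1a1 was at 5702 CPM there, against 4078 and 4742 CPM. Col1a2 was also higher there than in the other controls, and the remaining markers were lower. The median of 13 macrophage marker genes was between 573 and 613 CPM in control and between 407 and 421 CPM in APPswe libraries.

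**Figure D1:**
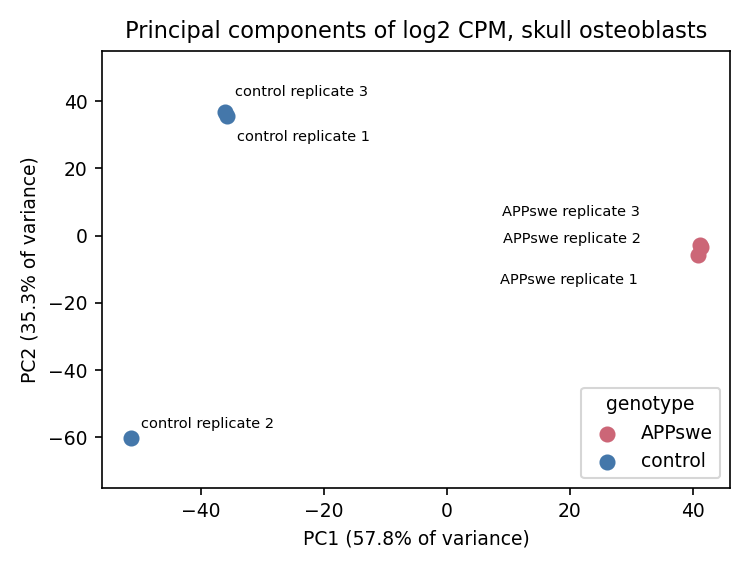
The first 2 principal components of log2 CPM over 13484 genes, one point per library, with the share of variance on each axis label and the genotype as colour. The APPswe libraries sit together at the right, control replicates 1 and 3 at the upper left, and control replicate 2 at the lower left.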

To this end, we isolated tdTomato^+^ calvarial osteoblasts from the skulls of *TgAPP_swe_^mOCN‐Cre^;Ai9* mice and control (*mOCN‐Cre;Ai9)* mice at 6‐MO using fluorescence‐activated cell sorting (FACS) and subjected them to bulk RNA sequencing (Figure S9A). Transcriptomic profiling revealed 425 upregulated and 478 downregulated genes in APP_swe_‐expressing osteoblasts compared to controls (Figure S9B). 

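With all 6 libraries, 504 genes were called higher and 486 were called lower in APPswe libraries. At an adjusted p of at most 0.05 without a limit on the fold change, 3036 of the 13484 genes passed edgeR's quasi-likelihood test. With single libraries left out in turn, this number lay between 1024 (without APPswe replicate 3) and 6637 (without control replicate 2). The calls included 405 of the higher and 400 of the lower genes that pass the same thresholds in the authors' deposited table. Over the alternatives run, the numbers were lowest with a test against a log2 fold change of 1 (edgeR's glmTreat), at 147 genes higher and 72 lower, and highest at an adjusted p alone, at 1414 higher and 1622 lower. Across the fits that each left out one library, between 281 and 670 genes were called higher and between 230 and 905 lower, the largest numbers without control replicate 2. Of the genes called with all libraries, 463 higher and 424 lower genes were also called without that library. Among the called genes with a mean log2 CPM of at least 1 and no overlap between the groups, the largest positive log2 fold changes belonged to Ttn (5.86), Mmp9 (5.83), Tnnt2 (5.66), Tnni1 (5.48) and Myl1 (5.38). Ttn, Tnnt2, Tnni1 and Myl1 encode proteins of the muscle sarcomere. Ttn was at 0.433 ± 0.405 CPM (SD, n = 3) in control and 25.7 ± 2.41 CPM (SD, n = 3) in APPswe libraries, with an edgeR adjusted p of 0.000811. The most negative log2 fold changes by the same rule belonged to Fgf10 (-4.94), Mcoln3 (-4.75), Slco4a1 (-4.50), LOC115488503 (-4.01) and Ifit3 (-3.73). Slco4a1 fell from 110 ± 54.5 CPM (SD, n = 3) to 4.83 ± 0.560 CPM (SD, n = 3), with an edgeR adjusted p of 0.000991. Fgf10, Mcoln3 and LOC115488503 lost their calls when single libraries were left out, with adjusted p-values up to 0.0635, 0.0869 and 0.106 in edgeR's test.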

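The GO annotation was not used here, so the called genes were compared with 9 Reactome pathway sets and 4 gene lists chosen for the terms of Fig. S9C. Each set was tested for over-representation among the called genes against all 13484 genes tested, with Fisher's exact test, one-sided, and Benjamini-Hochberg adjustment over all sets and both directions. The Reactome set for muscle contraction held the largest excess among the higher genes, with 25 called of 54 tested where 2.02 were expected (adjusted p = 1.84e-20 from Fisher's exact test). Muscle structure development is also the first term of the higher genes in Fig. S9C. Of the chemokines and their receptors, 9 of 32 genes were called higher where 1.20 were expected (adjusted p = 1.49e-05 from Fisher's exact test). Extracellular matrix organization was over-represented in both directions, with 18 genes called higher (adjusted p = 0.00124) and 19 called lower (adjusted p = 0.000367) of 193 tested, from the same exact test. For Wnt signaling, 7 of 193 genes were called higher where 7.21 were expected (adjusted p = 0.847 from Fisher's exact test). Among the lower genes, interferon signaling held 15 of 99 genes (adjusted p = 1.57e-05) and cytokine signaling in the immune system held 17 of 196 (adjusted p = 0.00240), from Fisher's exact test. All 15 of these interferon genes are among the 17, so the cytokine result is not separate from the interferon result. The cytokine signaling set passed in 14 of 20 alternatives, with adjusted p-values up to 0.381, the interferon set in 19, and the extracellular matrix set in 16 among the higher genes. For cell proliferation, none of the 97 genes of the S and G2/M phase lists shipped with Seurat was called in either direction. Their median log2 fold change was -0.42, with an adjusted p of 0.00596 from limma's camera test of the whole list over the 13 sets. The direction turned without control replicate 2, where the median was 0.071, and the lowest median over the fits that each left out one library was -0.62. Mki67, a gene of proliferating cells, had 262 CPM in control replicate 2, 93.6 and 90.1 CPM in control replicates 1 and 3, and 103 ± 4.06 CPM (SD, n = 3) in APPswe libraries.

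**Figure D2:**
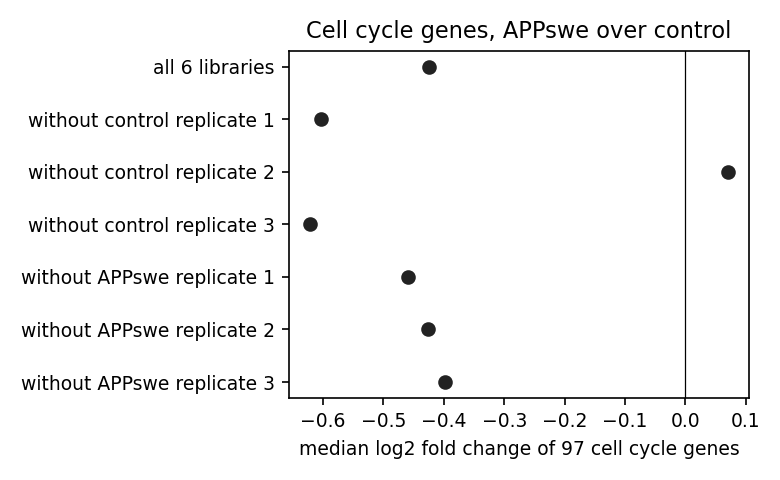
Median log2 fold change of 97 cell cycle genes, APPswe over control, with all 6 libraries and with each library left out in turn, one point per fit. The point without control replicate 2 lies at 0.071 and the other points lie below 0.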

Gene ontology (GO) pathway analysis showed that the upregulated genes were primarily enriched in pathways related to positive regulation of cell migration, cytokine production, Wnt/β‐catenin signaling, angiogenesis, cell‐cell adhesion, and negative regulation of cell proliferation (Figure S9C), while downregulated genes were associated with cell‐cell signaling, cell proliferation, and osteoclast differentiation (Figure S9C). 

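Of the 23 secreted genes whose names are readable in Fig. S9D, all 23 changed in the direction drawn there, 20 higher and 3 lower in APPswe libraries, and 22 were called. The exception was Smoc2, which rose from 16.4 ± 8.99 CPM (SD, n = 3) to 41.9 ± 0.889 CPM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.43, edgeR adjusted p = 0.0641). Adjusted over the 23 genes alone, all 23 passed, but the list was chosen in the paper from these data, so that count shows no stability. For each of the 23 genes the 3 APPswe libraries lay on one side of the 3 control libraries, which chance gives for 10% of genes and which held for 45.0% of all genes tested. Mmp9, a matrix metalloproteinase, was at 2.22 ± 1.49 CPM (SD, n = 3) in control and 126 ± 2.93 CPM (SD, n = 3) in APPswe libraries. The Wnt antagonist Sfrp1 rose from 36.6 ± 26.8 to 237 ± 5.59 CPM (SD, n = 3 each), a log2 fold change of 2.70 (standard error 0.70, edgeR adjusted p = 0.0356). The osteoclast differentiation factor Tnfsf11 rose from 1.36 ± 0.290 to 8.28 ± 0.569 CPM (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.20, edgeR adjusted p = 0.000811). Tdgf1 had no counts in any control library and Arg1 had at most 2, so their changes can only be bounded from below. The APPswe mean was 4.72 times the floor for Tdgf1 and 7.46 times for Arg1. That floor was 3 counts scaled without TMM, and with TMM both bounds would be slightly lower. Among the genes drawn lower, Kitl fell from 90.4 ± 9.12 to 29.6 ± 4.19 CPM (SD, n = 3 each), a log2 fold change of -1.61 (standard error 0.13, edgeR adjusted p = 0.000851). Kdr had a log2 fold change of -2.45. Fgf10 varied between control libraries, with 43.6, 4.61 and 36.5 CPM in replicates 1, 2 and 3. Between 16 and 22 of the 23 genes were called in the fits that each left out one library. Sfrp1 and Il1rn kept their calls only in the fit without control replicate 2.

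**Figure D3:**
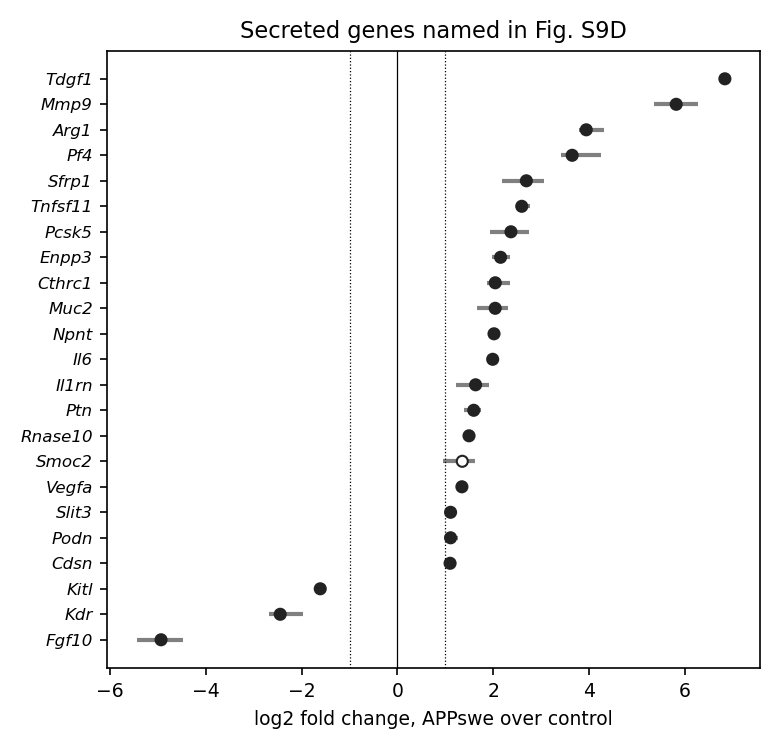
Log2 fold change, APPswe over control, of the 23 genes named in Fig. S9D, with a filled point for each called gene, an open point for Smoc2, a grey line from the lowest to the highest value over the 6 fits that each left out one library, and dotted lines at -1 and 1. All points lie on the side drawn in the figure, and those of Tdgf1 and Arg1 rest on control libraries with at most 2 counts.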

Heatmap analysis further highlighted differentially expressed secreted genes associated with wnt‐protein binding, cell adhesion, and cell proliferation (Figure S9D).

### 2.8 Age‐Dependent Reductions in SB and SBM Cell Proliferations in *TgAPP_swe_^mOCN‐Cre^* Mice

To determine the functional relevance of these transcriptomic changes, we examined skull bone cell proliferation across developmental stages. At P15 (0.5 MO), prior to SBM formation, the skull bones appeared grossly normal in mutant mice, though a slight reduction in SB thickness was observed (Figure 7A,B). This was accompanied by a decrease in mOCN‐Cre^+^ proliferating cells (tdTom^+^Ki67^+^), primarily localized in the dura mater and periosteum (Figure 7A–E), suggesting that early thinning of the skull may result from reduced osteoblast proliferation.

**FIGURE 7:**
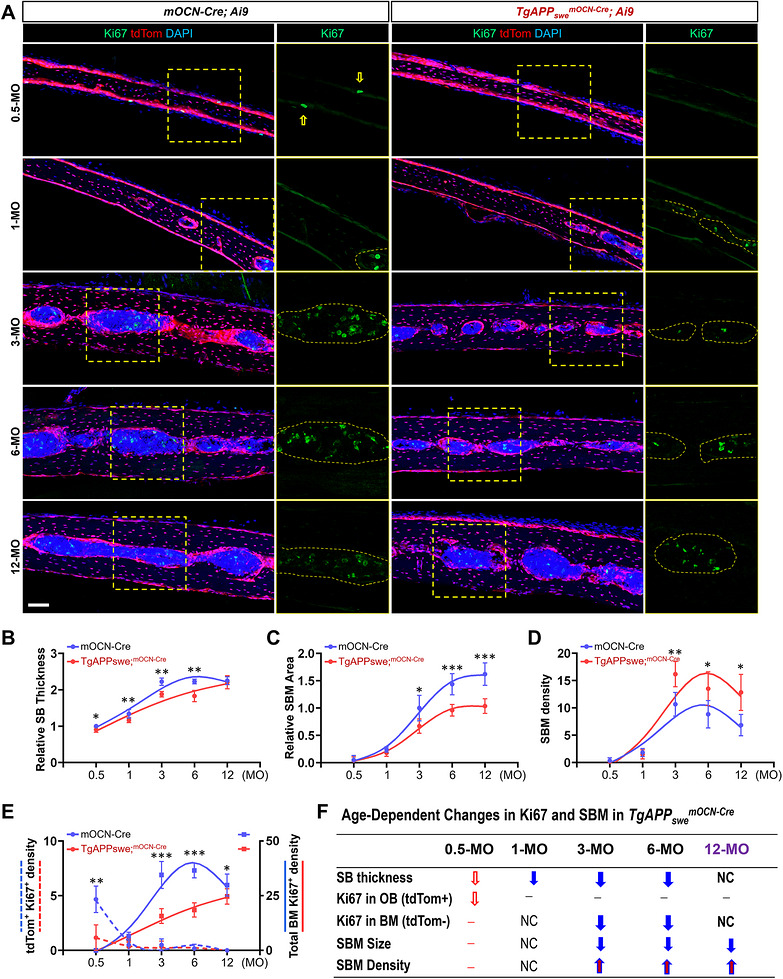
Changed skull bone remodeling in *TgAPP_swe_^mOCN‐Cre^* mice during development. (A) Representative images of skull bone sections from 0.5MO, 1‐MO, 3‐MO, 6‐MO, and 12‐MO *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with Ki67 (green) and DAPI (blue). Cre‐positive cells express the tdTomato (red). Scale bar, 100 µm. (B–E) Quantification analyses of SB thickness, SBM area, SBM density, and Ki67^+^ cell density in A. (F) Summary of age‐dependent changes in Ki67 and SBM in *TgAPP_swe_^mOCN‐Cre^* mice. Data in (B‐E) are presented as mean± SD (*n* = 6). Statistical analysis was performed using one‐way ANOVA followed by Tukey's post hoc test. *P < 0.05. **P < 0.01. ***P < 0.001.

By ∼1‐MO, BM began to form in the skull and progressively expanded with age (Figure 7A,C,D). SB thickness and SBM density peaked around 3‐MO (Figure 7B,D), while SBM volume continued to increase thereafter (Figure 7C). In *TgAPP_swe_^mOCN‐Cre^* mice, no major changes in SBM were detected at 1‐MO; however, starting at 3‐MO, clear alterations emerged, including reduced SBM volume and increased SBM density (Figure 7A,C,D).

Interestingly, tdTom^+^Ki67^+^ proliferative osteoblasts were rarely observed beyond 1‐MO (Figure 7A,E, dotted lines), indicating that skull bone cell proliferation is largely restricted to early postnatal stages. In contrast, Ki67^+^ cells within the BM, representing tdTom^−^ marrow‐resident cells, persisted into later ages, peaked in 3‐ to 6‐MO, declined in 12‐MO, which were significantly reduced in *TgAPP_swe_^mOCN‐Cre^* mice (Figure 7A,E, continuous lines).

Collectively (Figure 7F), these findings reveal age‐dependent changes in the SBM in response to osteoblast‐specific APP_swe_ expression and suggest both cell‐autonomous effects (e.g., reduced osteoblast proliferation contributing to SB thinning) and cell non‐autonomous effects (e.g., altered proliferation and composition of SBM cells).

### 2.9 Necessity of osteoblastic ATP6AP2 for SBM formation, enhanced myeloid/microglial cell trafficking to meningeal/cortex, and improved cerebral blood flow and cognition, in 6‐MO *TgAPP_swe_^mOCN^* ^‐Cre^ mice

To further investigate the contribution of SBM remodeling to AD pathogenesis and to elucidate how osteoblastic APP_swe_ influences SBM remodeling, we focused on ATP6AP2 for several reasons. First, ATP6AP2 is a key regulator of Wnt/β‐catenin signaling in various cell types, including osteoblasts, a pathway essential for bone formation and bone marrow (BM) remodeling (Figure S10A,B) [33, 34, 35, 36]. Second, it functions as a co‐factor for v‐ATPase assembly, thereby regulating lysosomal activity [37, 38], a process often disrupted in neurodegenerative diseases [39]. Third, dysfunction of ATP6AP2 has been implicated in patients with neurodegeneration and dementia [40, 41, 42, 43]. 

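In the libraries labelled as skull osteoblasts, Atp6ap2 (NCBI gene 70495) had 4858, 4723 and 4558 counts in control replicates 1, 2 and 3, and 3847, 3437 and 3200 counts in APPswe replicates 1, 2 and 3. These values cover the skull alone, and femoral libraries were not analysed here.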

Finally, comparative analysis of our RNA‐seq data revealed differential regulation of ATP6AP2 transcripts in APP_swe_^+^ osteoblasts: expression was reduced in femoral long bones but showed little change in skull bones [23]. In contrast, Western blot analysis demonstrated a slight increase in ATP6AP2 protein levels in APP_swe_^+^ skull bone osteoblasts (Figure S10C,D).

As RNA‐seq analysis revealed no significant change in ATP6AP2 transcript levels (Figure S9), suggesting that APP_swe_ does not regulate ATP6AP2 at the transcriptional level. 

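After TMM normalization, Atp6ap2 was at 268 ± 11.8 CPM (SD, n = 3) in control and 196 ± 18.3 CPM (SD, n = 3) in APPswe libraries. All 3 APPswe libraries lay below all 3 control libraries. The log2 fold change was -0.45 (standard error 0.09), with an adjusted p of 0.0164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene passed the limit on the adjusted p and not the limit of 1 on the absolute log2 fold change, so it was not called. In the authors' deposited table its log2 fold change is -0.43, with a p of 2.51e-05 that becomes 0.000335 after Benjamini-Hochberg adjustment over the table. With each library left out in turn the log2 fold change stayed between -0.53 and -0.39, and the adjusted p lay between 0.000964 and 0.0887. The paper reports no significant change and proposes from this that ATP6AP2 is not regulated by APPswe at the level of transcription. In the deposited values the gene misses only the fold change limit, and its adjusted p passes.

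**Figure D4:**
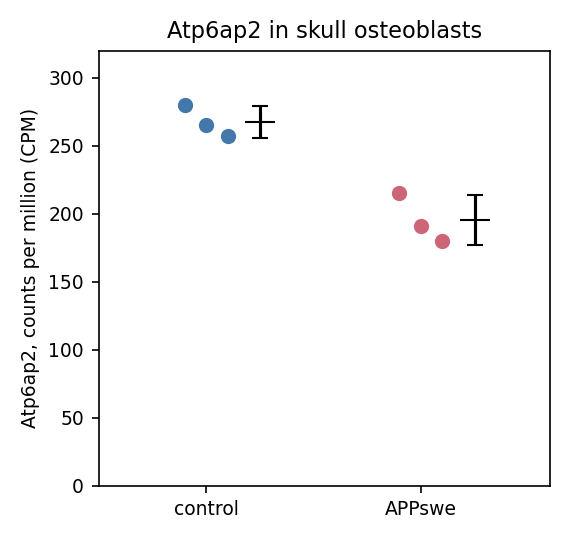
Atp6ap2 in CPM for each control and APPswe library (points), with the mean and SD of each genotype (black bar and whiskers, n = 3). The control libraries have a mean of 268 CPM and the APPswe libraries a mean of 196 CPM.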

Given that both APP and ATP6AP2 are membrane‐associated proteins localized to vesicular compartments, we next examined their subcellular distribution. Co‐immunostaining in MC3T3 osteoblastic cells expressing APP_WT_‐YFP or APP_swe_‐YFP showed weak co‐localization between APP_WT_ and ATP6AP2, whereas APP_swe_ exhibited markedly increased co‐localization with ATP6AP2, primarily within LAMP1^+^ late endosome/lysosome compartments (Figure S10E–I). Consistently, ATP6AP2 displayed limited association with LAMP1^+^ vesicles in APP_WT_‐expressing cells but was enriched in these compartments in APP_swe_‐expressing cells (Figure S10E–I). Notably, LAMP1^+^ vesicles appeared enlarged in APP_swe_‐expressing cells, and a subset of APP_swe_ co‐localized with both ATP6AP2 and LAMP1 in aggregated structures (Figure S10I). These findings suggest that APP_swe_ alters the subcellular distribution of ATP6AP2 and is associated with changes in lysosomal compartments.

To investigate osteoblastic ATP6AP2's function in SK and SBM development and remodeling, we generated *Atp6ap2^mOCN‐Cre^;Ai9* mice by crossing *Atp6ap2^f/w^* with *mOCN‐Cre;Ai9* and examined their skull bone phenotypes. Strikingly, 6‐MO *Atp6ap2^mOCN‐Cre^;Ai9* mice exhibited severe skull bone abnormalities, including marked reduction or absence of SBM and dural vascular channels, along with an accumulation of abnormal mOCN‐Cre^+^ (tdTom^+^) cells in the dura matter (Figure 8A–C). These findings highlight a previously unappreciated role for osteoblastic ATP6AP2 in the development and maintenance of SBM, providing a powerful genetic model to further dissect the function of the SBM in brain myeloid cell homeostasis, cerebral blood flow, and cognitive function.

**FIGURE 8:**
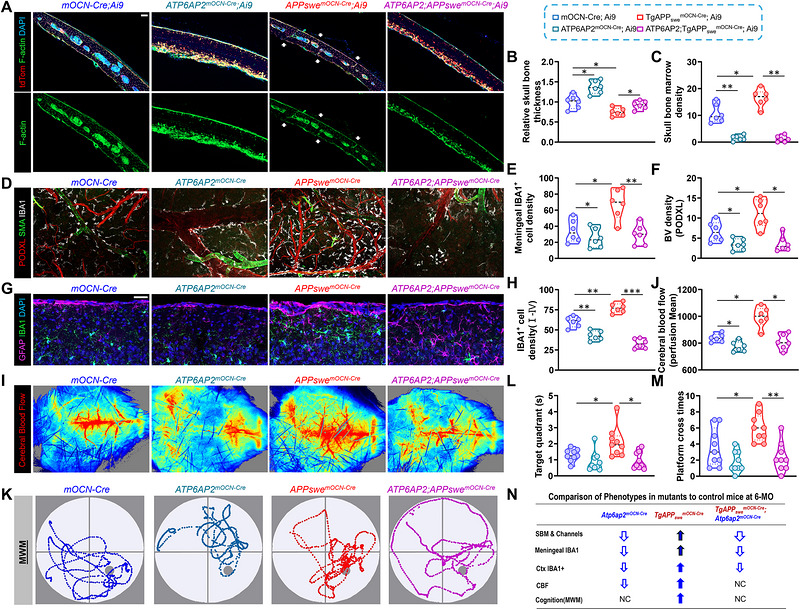
Osteoblastic ATP6AP2 is essential for SBM and channel formation, necessary for the increased myeloid/microglial cells in meningeal/cortex, blood flow, and cognitive improvement in 6‐MO *TgAPP_swe_^mOCN‐Cre^* mice. (A–C) Representative images of skull bone sections from 6‐MO *mOCN‐Cre; Ai9, ATP6AP2^mOCN‐Cre^; Ai9, TgAPP_swe_^mOCN‐Cre^; Ai9*, and ATP6AP2;*TgAPP_swe_^mOCN‐Cre^; Ai9* mice coimmunostained with f‐actin (green) and DAPI (blue). Cre‐positive cells express the tdTomato (red). Scale bar, 100 µm. Quantification analyses of SB thickness and SBM density are presented in B and C. (D–F) Representative images of cortical surface sections coimmunostained with IBA1, PODXL, and SMA. Scale bar, 50 µm. Quantification analyses of meninges IBA1^+^ cell density, BV density are prescented in E and F. (G,H) Representative images of co‐immunostaining with IBA1 (green), GFAP (magenta), and DAPI (blue) of cortex sections. Scale bar, 50 µm. Quantification analyses of IBA1^+^ cell density (layer I‐IV) is presented in H. (I,J) Representative image of unilateral cerebral blood flow analyses via laser speckle contrast imaging. Quantification of average recorded perfusion is presented in J. (K–M) Mice were subject to Morris water maze (MWM), the representative tracing images, quantification of time spent in target quadrant, and platform crossing time were shown in K, L, and M. (N) Summary of phenotypes in mutants to control mice at 6‐MO. Data in (B‐C), (E‐F), (H), (J), and (L‐M) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. *n* = 6 to 9 male mice of each genotype. Statistical analysis was performed using one‐way ANOVA followed by Tukey's post hoc test. *P < 0.05. **P < 0.01. ***P < 0.001.

Building on these results, we crossed *Atp6ap2^mOCN‐Cre^; Ai9* mice with *TgAPP_swe_^mOCN‐Cre^* mice to generate double mutants. Remarkably, the double mutant animals phenocopied the *Atp6ap2^mOCN‐Cre^* mice, exhibiting near‐complete loss of SBM and dural channel formation, as well as a pronounced reduction in IBA1^+^ myeloid/microglial cells in both the meninges and cortex (Figure 8A–H). The GFAP^+^ astrocytes in the double mutant cortex remain elevated (Figure 8G). Importantly, both single (*Atp6ap2^mOCN‐Cre^*) and double (*Atp6ap2^mOCN‐Cre^; TgAPP_swe_^mOCN‐Cre^*) mutant mice showed significant impairments in cortical blood flow, as measured by laser Doppler imaging (Figure 8I,J), and deficits in cognitive performance, assessed by the MWM, NOR and Y‐maze tests (Figure 8K–M; Figure S11).

Collectively (Figure 8N), these findings demonstrate the critical role of ATP6AP2 in SB and SBM development, emphasize the SBM as a cellular reservoir, and SBM‐to‐dura channels as essential conduits for the migration of myeloid cells into the cortex. Furthermore, these results provide additional evidence for a potential contribution of these myeloid/microglial populations to the regulation of cerebral blood flow and cognitive function, establishing a novel bone‐to‐brain communication axis relevant to aging and neurodegeneration.

## 3 Discussion

The discovery of SBM–meningeal channels [44, 45, 46], has opened new directions in neuro‐immune research but raises key questions: What brain functions does SBM–meninges communication regulate? How do AD risk factors influence it? Does its disruption drive neurodegeneration? How is SBM remodeling controlled, and can peripheral cells like osteoblasts modulate this axis? To address these questions, we developed a TgAPP_swe_^mOCN‐Cre^ mouse model expressing APP_swe_ specifically in osteoblasts. Our findings reveal an altered SBM–brain axis in AD. First, early SBM changes, such as reduced cellularity, increased density, and expanded vascular channels, occur in both osteoblast‐specific and global APP_swe_ based AD models (e.g., Tg2576, APP^NL‐G‐F^). These phenotypes were also consistent in female 6‐MO mutants, although behavioral analyses were limited by sample size, suggesting the SBM–meninges–cortex axis may operate in both sexes while potential sex‐dependent cranial differences could contribute to variability [47]. Second, APP_swe_‐driven expansion of channels enhances migration of SBM‐derived myeloid cells into the meninges and cortex, which is associated with improving cerebral blood flow (CBF) and slowing cognitive decline. Third, boosting this axis via bone marrow cell transplantation improves CBF and cognition in aged mice. Finally, disrupting the axis through osteoblastic deletion of ATP6AP2 impairs both outcomes (Figure 9). Collectively, these results identify osteoblast‐driven SBM remodeling as a key regulator of meningeal and cortical immunity, vascular function, and cognition, highlighting a previously unrecognized systemic contribution to AD pathogenesis.

**FIGURE 9:**
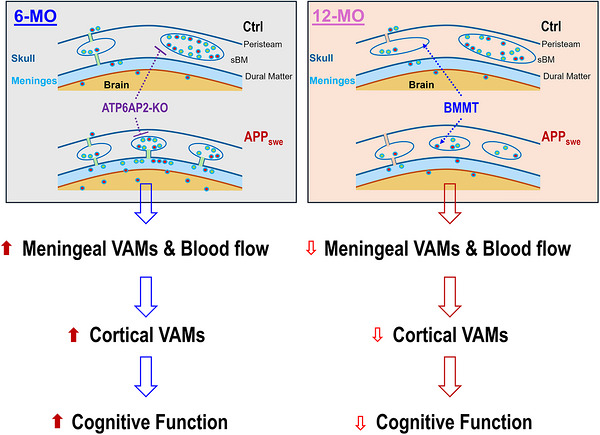
Working model illustrating how osteoblastic APPswe regulates SBM–meningeal communication and brain function across aging. Osteoblastic APP_swe_ expression exerts an early, age‐dependent, and cell non‐autonomous influence on skull bone marrow (SBM) remodeling and the associated vascular channels that connect SBM to the dural meninges. In young adult mice (6‐MO), APP_swe_ expression increases SBM–meningeal channels, which correlates with enhanced migration of meningeal vessel‐associated macrophages (VAMs) into the meninges and cortex, elevated cerebral blood flow, and improved cognitive performance. By 12‐MO of age, these channels decline. Mechanistically, these effects require osteoblastic ATP6AP2, a key regulator of Wnt/β‐catenin signaling. Osteoblastic deletion of ATP6AP2 disrupts SBM–brain communication, reduces cerebral blood flow, and results in cognitive decline. Conversely, bone marrow macrophage transplantation (BMMT) in aged *TgAPP_swe_^mOCN‐Cre^* mice restores SBM–meningeal communication, rescuing cerebral perfusion and cognitive function.

Notably, APP_swe_‐induced alterations in the SBM–brain axis, such as expanded vascular channels and increased distribution of SBM‐derived myeloid cells into the meninges and cortex, are age‐dependent. These changes are prominent at 6‐MO but diminish by 12 MO, coinciding with transient improvements in CBF and cognitive function. This temporary “enhancement” of the SBM–meninges–cortex axis at 6 MO may reflect an early compensatory response that delays the onset of brain and dementia‐related phenotypes. Over time, however, this compensation may accelerate depletion of SBM cells, particularly in the context of age‐associated senescence, ultimately contributing to the cognitive decline observed at 12 MO.

These observations are intriguing and raise the question of how osteoblastic APP_swe_ drives such age‐dependent changes in SBM. Specifically, how does osteoblastic APP_swe_ increase SBM channels in 6‐MO? Several potential mechanisms may explain its effects. First, direct interactions with SBM‐resident cells: APP_swe_ expression in osteoblasts may modulate their interaction with nearby SBM‐resident myeloid cells, influencing SBM remodeling and vascular channel formation. This, in turn, could facilitate myeloid cell migration to the meninges and cortex. Supporting this, we observed increased IBA1+/LY6C+ myeloid cell association with TdTomato+ osteoblasts at 6 months of age (6‐MO), but a reduction at 12‐MO, in APP_swe_ mutant skulls (Figure 2; Figure S2). These patterns closely match the distribution of vessel‐associated macrophages in the meninges (Figure 3). Second, changes in osteoblast‐derived secreted factors: APP_swe_ may alter the osteoblast secretome in an age‐dependent manner, affecting bone marrow stem/progenitor cell proliferation, differentiation, and migration. RNA‐seq analysis revealed APP_swe_‐induced gene expression changes involving Wnt/β‐catenin signaling, angiogenesis, and pro‐inflammatory pathways (Figure S9). These secreted factors likely contribute to reduced BM cell proliferation and altered lineage fate (Figure 7; Figure S9). Moreover, alterations in cytokine production (e.g., Il6, Il1rl2, Tnfsf15, Nlrp1b) and angiogenic regulators (e.g., Vegfa, Hgf, Mmp9, Ccr2) may further modulate SBM remodeling and channel formation, shaping the local microenvironment and influencing myeloid cell behavior and migration. 

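Families of related genes, defined by their symbols before the values were examined, were tested with the same one-sided Fisher's exact test as the pathway sets. In the Wnt family of ligands, receptors and modulators, 5 of 46 genes tested were called higher where 1.72 were expected (adjusted p = 0.0723 from Fisher's exact test), and none was called lower. These 5 genes, named after their values were seen, were Ror1, Sfrp1, Notum, Fzd4 and Wnt4. Ror1 rose from 2.01 ± 0.738 to 14.0 ± 1.23 CPM (SD, n = 3 each), a log2 fold change of 2.79 (edgeR adjusted p = 0.00159), and Wnt4 from 1.16 ± 0.320 to 2.82 ± 0.408 CPM (SD, n = 3 each), a log2 fold change of 1.28 (edgeR adjusted p = 0.0205). Among angiogenic ligands and receptors, 8 of 56 genes were called lower (adjusted p = 0.00241) and 5 were called higher (adjusted p = 0.125), from Fisher's exact test. The 5 higher genes, again named after their values were seen, were Hgf, Angptl4, Vegfa, Ephb2 and Pdgfra. Cytokine ligands were over-represented in both directions, with 13 of 61 genes called higher (adjusted p = 3.93e-06) and 9 called lower (adjusted p = 0.00124), from Fisher's exact test.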

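Il6, Il1rl2, Tnfsf15, Nlrp1b, Vegfa, Hgf, Mmp9 and Ccr2, the 8 cytokine and angiogenic genes named by the paper, were all called higher in APPswe libraries, with log2 fold changes of at least 1.20 and adjusted p-values of at most 0.0104 from edgeR's quasi-likelihood test. The same 8 passed when the adjustment covered the list alone, which shows no stability, since the paper chose the list from these data. Il6 was at 1.65 ± 0.0360 CPM (SD, n = 3) in control and 6.57 ± 0.599 CPM (SD, n = 3) in APPswe libraries, a log2 fold change of 1.99. Il1rl2 rose by 1.37 and Tnfsf15 by 1.78 on the log2 scale, and Nlrp1b had the smallest change. Vegfa rose from 89.4 ± 8.88 to 228 ± 2.14 CPM (SD, n = 3 each), a log2 fold change of 1.35, and Hgf from 6.67 ± 1.92 to 29.9 ± 1.36 CPM (SD, n = 3 each), a log2 fold change of 2.17. Ccr2, a chemokine receptor, was at 0.834 ± 0.332 CPM (SD, n = 3) in control and 12.2 ± 1.01 CPM (SD, n = 3) in APPswe libraries, a log2 fold change of 3.86. In the fits that each left out one library, 7 or 8 of the genes were called. Macrophage marker genes were abundant in all libraries, and Mmp9 is also an osteoclast marker. These values therefore do not show which cells expressed the genes.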

Third, lysosomal regulation and ATP6AP2: APP_swe_ increases ATP6AP2 protein levels in skull bone osteoblasts without affecting transcript levels, suggesting post‐transcriptional regulation. APP_swe_ co‐localizes with ATP6AP2 in LAMP1^+^ late endosome/lysosome compartments, and LAMP1‐positive vesicles are enlarged in APP_swe_‐expressing cells, whereas APP_WT_ shows only weak co‐localization. These findings suggest that APP_swe_ may impair lysosomal trafficking or protein degradation, thereby altering the secretion of lysosome‐ or vesicle‐derived factors. Such changes could contribute to remodeling of the SBM microenvironment and trans‐osseous channels, promoting myeloid cell migration.

What accounts for the decline in osteoblastic APP_swe_–induced SBM changes in 12‐month‐old (MO) mice? Based on our findings and prior literature, we speculate that APP_swe_‐induced osteoblast senescence drives several interconnected processes in aged mutant mice, including reduced SBM progenitor populations, a diminished myeloid cell reservoir, and remodeling of the local microenvironment through increased secretion of senescence‐associated secretory proteins (SASPs). This interpretation is supported by our observation of a marked decline in cell proliferation within the SBM of 12‐MO mice (Figure 7) and is consistent with our previous report [23], in which clearance of senescent cells using dasatinib plus quercetin (D+Q) attenuated cortical brain phenotypes in mutant mice. However, whether senescent cell clearance similarly improves meningeal and CBF phenotypes—and whether such interventions confer greater benefit in older (12‐MO) versus younger (6‐MO) mutant mice—remains to be determined.

An additional question is whether the SBM phenotypes induced by osteoblastic APP_swe_ are mediated by Aβ production or by APP_swe_‐dependent, Aβ‐independent mechanisms. Although *TgAPP_swe_^mOCN‐Cre^* mice likely produce human Aβ in osteoblasts, prior ELISA measurements indicate that Aβ40/42 levels in bone marrow–derived cells are substantially lower than those in the brains of Tg2576 mice [23]. Moreover, similar skeletal deficits are observed in APP knockout mice [22], suggesting that the bone phenotypes may arise primarily from a dominant‐negative effect of APP_swe_ on endogenous APP rather than from Aβ itself. We therefore speculate that APP_swe_‐dependent, Aβ‐independent mechanisms contribute substantially to the observed age‐dependent SBM remodeling phenotypes.

BMMT has been shown to improve cognitive outcomes in several AD models [48, 49, 50]; and our studies suggest that via enhancing SBM–meninges–cortex communication, BMMT could improve cerebral perfusion and cognitive function in aged *TgAPP_swe_^mOCN‐Cre^* mice (Figure 6), revealing a potential mechanism underlying BMMT's therapeutic effect. However, notice that our BMMT experiments represent a preventive, proof‐of‐concept intervention rather than a therapeutic approach for established AD pathology. While numerous studies have shown that early bone marrow transplantation can modulate neuroinflammation, enhance amyloid clearance, and improve cognitive performance in AD mouse models [50], further work is required to test whether interventions targeting the SBM–meninges–cortex axis can reverse or halt disease progression once pathology is established. Together, these results align with growing evidence that SBM‐derived myeloid cells, as well as vascular‐associated macrophages and microglia, may play protective roles in various neuropathologies, including stroke, MS, and AD [1, 27, 28, 29, 30], and support the idea that systemic and skeletal factors can modulate neurovascular and neuroimmune functions relevant to AD pathogenesis.

How is SBM‐derived myeloid cell distribution linked with CBF? We propose several potential mechanisms. SBM‐derived cells that migrate to the meninges and perivascular spaces may differentiate into macrophages that regulate vascular tone through the release of vasoactive mediators, including nitric oxide, prostaglandins, and reactive oxygen species [29, 45, 51]. In addition, these immune cells may interact with endothelial cells, pericytes, and astrocytes within the neurovascular unit, modulating blood–brain barrier integrity and vascular reactivity [29, 52, 53]. Altered trafficking of myeloid cells may also shift the balance between pro‐ and anti‐inflammatory signals, leading to inflammation‐mediated vascular dysfunction [1, 45]. Finally, meningeal and perivascular macrophages can influence fluid drainage and waste clearance, indirectly affecting intracranial pressure and blood flow dynamics [52, 54]. These mechanisms are likely to act in concert to mediate CBF regulation by SBM‐derived myeloid cells, though direct testing will be required in future studies.

How does osteoblastic APP_swe_ regulate ATP6AP2? Our studies suggest that APP_swe_ may impair LAMP1^+^ lysosomal function, thereby reducing ATP6AP2 degradation and increasing its protein levels (Figure S10). Another important question is how does osteoblastic ATP6AP2 regulate SBM formation during development? ATP6AP2, also known as the (pro)renin receptor (PRR), is a key modulator of Wnt/β‐catenin signaling and vacuolar H^+^‐ATPase (v‐ATPase) function [33, 34, 35, 36]. Importantly, mutations in the human ATP6AP2 gene are linked to neurodevelopmental and neurodegenerative disorders with cognitive impairment [40, 41, 42, 43] However, the mechanisms underlying ATP6AP2 regulation of cognition remain elusive. We have previously demonstrated that osteoblastic ATP6AP2 deletion impairs Wnt/β‐catenin signaling in femoral bone and cultured osteoblasts, resulting in reduced bone formation and decreased bone mass [35]. Given the established role of Wnt/β‐catenin signaling in SBM development and remodeling [55, 56], and the dependence of this signaling pathway on ATP6AP2 [33, 34, 35], we propose that osteoblastic ATP6AP2 may promote SBM and vascular channel formation primarily through Wnt/β‐catenin signaling. Additionally, osteoblastic ATP6AP2 may also promote the interaction and communication between osteoblasts, osteoclasts, and SBM cells, then enhancing the organization and remodeling of SBM. This function is evident in femur bone, as loss of ATP6AP2 in osteoblasts leads to reduced extracellular ATP and bisphosphate, and increased osteoclastic bone resorption [35, 36]. Thus, it is possible that loss of ATP6AP2 in osteoblasts disrupts Wnt/β‐catenin signaling cascade and v‐ATPase driven ATP release, leading to defective SBM formation, impaired channel connectivity to the meninges, and ultimately compromised SBM–meninges–cortex communication and impaired cognitive function. However, further studies are required to confirm this hypothesis.

In summary, our studies support a working hypothesis that AD‐linked mutations in osteoblasts may contribute to the development of AD or cognitive impairment by disrupting communication along the SBM–meninges–cortex axis. This axis may represent a critical pathway for early diagnosis and therapeutic intervention in AD.

## 4 Methods

### 4.1 Ethics Statement

All experimental procedures were approved by the Institutional Animal Care and Use Committee at Case Western Reserve University (IACUC, 2017‐0121 and 2017‐0115), according to US National Institutes of Health guidelines.

### 4.2 Animals and Regents

The mOCN‐Cre knock‐in mice were generated using the CRISPR‐Cas9 system by inserting a P2A‐iCre at the C‐terminus of the endogenous Bglap gene. The P2A peptide links iCre and Bglap, allowing independent expression of the iCre and Bglap proteins. The *hOcn‐Cre* transgenic mice were kindly provided by Dr. Tom Clemens (Johns Hopkins Medical School). The LSL‐APP_swe_ mice were generated using the pCCALL2 plasmid, as previously described [21]. The transcription of hAPP_swe_ [human APP695 transgene carrying the KM670/671NL (Swedish) mutations] in these mice is driven by the CAG promoter, while translation is prevented by a loxP–STOP–loxP (LSL) cassette. Consequently, hAPP_swe_ expression is regulated by both the CAG promoter and Cre‐mediated excision of the LSL sequence. Tg2576 mice, which express the hAPP_swe_ under the control of the hamster prion protein promoter [18], were obtained from Taconic (Hudson, NY, USA). The *APP^NL‐G‐F^* mice were kindly provided by Dr. Xin Qi (Case Western Reserve University); and the *Atp6ap2^flox/X^* mice were kindly provided by Dr. Frederique Yiannikouris (University of Kentucky, USA) and Dr. Genevieve Nguyen (INSERM, France). The Ai9 mice and LysM‐Cre mice were purchased from the Jackson Laboratory (Stock No 007909 and 004781). All mice were in C57BL/6J mouse background (for more than 6 generations).

The following antibodies were used, including Mouse monoclonal antibodies, such as hAPP (6E10, Cat#803001, BioLegend, San Diego, California, USA), β‐Catenin (610154, BD), β‐actin (A1978, Sigma Aldrich), Lrp4 (clone N207/27, University of California, Davis/National Institutes of Health NeuroMab Facility), RANK (Ab13918, Abcam) and GAPDH (#97166, Cell Signaling); Rabbit monoclonal antibodies, such as IBA1 (ab178846, Abcam), Runx2 (Ab192256, Abcam), Ki67 (Ab16667, Abcam) and NeuN (12943, Cell Signaling); Rabbit polyclonal antibodies ATP6AP2 (HPA003156, Sigma Aldrich) and CXCL12 (SDF1, PA5‐114344, Thermo Fisher Scientific); Goat polyclonal antibodies IBA1 (ab5076, Abcam) and CD206 (AF2535, R&D); Rat monoclonal antibodies, such as CD31 (65058‐1, Thermo Fisher Scientific), Endomucin (sc‐65495, Santa Cruz), Ly6c (ab54223, Abcam) and PODXL (MAB1556, R&D Systems); and Chicken polyclonal antibody GFAP (PA1‐10004, Thermo Fisher Scientific). Alexa Fluor 488 phalloidin (f‐actin, A12379) and Alexa Fluor 488 alpha‐smooth muscle actin (53‐9760‐82) were purchased from Thermo Fisher. Secondary antibodies were purchased from Jackson ImmunoResearch Laboratories, Inc. Other chemicals and reagents used in this study were of analytical grade.

ATP6AP2‐V5‐FL plasmid was purchased from DNASU (HsCD00446844). YFP‐APP_swe_ mutation (K670N/M671L, AAG ATG – AAC TTG) from the YFP‐APPWT construct by using the Q5 Site‐Directed Mutagenesis Kit (E0554S, New England Biolabs, Inc). The primers “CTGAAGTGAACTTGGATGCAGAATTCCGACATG” and “AGATCTCCTCCGTCTTGATATTTG” were used to generate the K670N/M671L mutation.

### 4.3 Primary OB‐Lineage Cell Cultures

Primary osteoblast cultures were isolated from mouse calvariae as described previously [57]. Briefly, calvariae were transferred to a dish containing PBS, and the soft tissues were carefully removed using tweezers. The cleaned bones were then cut into small fragments of approximately 1–2 mm^2^ and sequentially digested with collagenase solution (37°C, 30 min, twice) and trypsin solution (37°C, 30 min) to remove residual soft tissue and adherent cells. After an additional collagenase digestion, the bone fragments were washed three times with culture medium and transferred to 60 mm culture dishes containing DMEM supplemented with 10% FBS, 1% penicillin/streptomycin, 10 mmol/L β‐glycerophosphate, and 50 µmol/L L‐ascorbic acid‐2‐phosphate. The culture medium was replaced three times per week. Osteoblasts began to migrate from the bone chips after 3–5 days. After two weeks, the monolayer cells were detached by incubation with trypsin solution and replated onto 100 mm tissue culture dishes in α‐MEM supplemented with 10% FBS and 1% penicillin/streptomycin.

### 4.4 Cell Lysis and Western Blot

Cells were lysed in lysis buffer containing 50 mmol/L Tris‐HCl (pH 7.5), 150 mmol/L NaCl, 1%(v/v) Triton X‐100, 0.1% SDS, 0.5% deoxycholate, and 1 mmol/L EDTA, supplemented with protease inhibitors (1 µg/mL leupeptin and pepstatin, 2 µg/mL aprotinin, and 1 mmol/L PMSF) and phosphatase inhibitors (10 mmol/L NaF and 1 mmol/L Na_3_VO_4_). Whole cell extracts were fractionated by SDS‐PAGE and transferred to a nitrocellulose membrane (Bio‐Rad). After incubation with 5% BSA in TBST (10 mmol/L Tris, 150 mmol/L NaCl, 0.5% Tween 20, pH 8.0) for 1‐h, the membrane was incubated with indicated antibodies overnight at 4 °C. Membranes were washed with TBST for three times and incubated with a 1:5 000 dilution of horseradish peroxidase‐conjugated anti‐mouse or anti‐rabbit antibodies for 1‐h. Blots were washed with TBST three times and developed with the ECL system (Bio‐Rad).

### 4.5 Immunofluorescence Staining and Imaging Analysis

Mice were transcardially perfused with PBS followed by 4% (w/v) paraformaldehyde (PFA) in phosphate‐buffered saline (PBS, pH 7.4) to remove intravascular plasma proteins. The brain and bones were then extracted and post‐fixed in 1% PFA at 4 °C overnight. Brain tissues were sectioned into 40 µm‐thick transverse slices using a vibratome (Leica VT1000 S) and stored in FD Section Storage Solution. Bone samples were decalcified in EDTA for one week, embedded in OCT compound, and sectioned into 40 µm slices using a freezing microtome. The sections were washed with PBS and blocked in PBS containing 0.5% Triton X‐100 and 10% donkey serum for 1 h at room temperature, followed by incubation with primary antibodies overnight at 4 °C. After three PBS washes, sections were incubated with the appropriate fluorophore‐conjugated secondary antibodies for 1 h at room temperature. Nuclei were counterstained with DAPI. Stained sections were imaged at room temperature using a confocal microscope, and fluorescence quantification was performed with ZEN software according to the manufacturer's instructions (Carl Zeiss).

### 4.6 RNA Isolation and Real Time‐PCR

Total RNA was isolated by Trizol extraction (Invitrogen, Carlsbad, CA, USA). Q‐PCR was performed by using Quantitect SYBR Green PCR Kit (Bio‐Rad) with a Real‐Time PCR System (Opticon Monitor 3). Bglap primers (5ʹ‐GAGGGCAATAAGGTAGTGAA‐3ʹ and 5ʹ‐CATAGATGCGTTTGTAGGC‐3ʹ), iCre primers (5ʹ‐TTTGAACGCACTGACTTTG‐3ʹ and 5ʹ‐TCAGCATTCTCCCACCAT‐3ʹ) and β‐actin (5ʹ‐AGGTCATCACTATTGGCAACGA‐3ʹ and 5ʹ‐CATGGATGCCACAGGATTCC‐3ʹ) were used.

### 4.7 Micro‐Computed Tomography (µCT)

The µCT analyses were conducted as previously described [35, 36, 58]. Briefly, mouse skull bone were collected, fixed in 10% formaldehyde for 24 h, and then were scanned using the Siemens Inveon Micro PET/CT scanner (10‐µm resolution) or Mediso nanoScan SPECT/CT/PET system. The linear attenuation is converted to mineral density based on a hydroxyapatite calibration standard. Scans were automatically reconstructed into 2D slices, and the 3‐D reconstruction was performed using all the outlined slices (Amira 3D). The regions of interest in the midline from the parietal bones were identified and analyzed for each individual mouse. Data were obtained on skull bone thickness, skull bone marrow area, skull bone marrow density, and channel density.

### 4.8 Cerebral Cortical Blood Flow Measurements

Cerebral cortical blood flow was measured using laser speckle contrast imaging (LSCI). Mice were anesthetized with isoflurane and secured in a digital stereotaxic apparatus. The operator was blinded to group allocation. The scalp and underlying connective tissues were carefully opened to fully expose the skull surface. The LSCI system was focused on the exposed skull to obtain a clear speckle contrast image. Normal saline was applied periodically to maintain skull moisture during imaging. Cortical blood flow from both hemispheres was recorded for 2 min each, and the average perfusion units (PU) over the recording period were quantified and compared between groups.

### 4.9 Behavioral Tests

Male mice aged 6 or 12 months were subjected to behavioral assessments. All behavioral experiments were conducted by investigators blinded to genotype. Prior to testing, mice were transferred to the behavioral testing room and acclimated for at least 4 h. All testing apparatuses were cleaned with 70% ethanol between trials to eliminate olfactory cues.

The Open Field Test (OFT) was performed as previously described [59]. Briefly, each mouse was placed in an open‐field chamber (50 × 50 × 20 cm, L × W × H) under a light intensity of approximately 150 lux. Animal movement was recorded for 10 min using an overhead video camera and analyzed with EthoVision tracking software (Noldus). Total distance traveled and time spent in the center zone (25 × 25 cm) were quantified.

The Morris Water Maze (MWM) test was conducted as described previously [60]. The apparatus consisted of a circular pool (120 cm in diameter) filled with water made opaque by the addition of a nontoxic white coloring agent (Soft Gel Paste Food Color, AmeriColor). A hidden escape platform (10 cm in diameter) was submerged 1 cm below the water surface. Mice were trained over five consecutive days, with four trials per day (60 s per trial, 20 min inter‐trial interval) to locate the hidden platform using eight distinct spatial cues placed around the pool. On day 6, a probe trial was performed in which the platform was removed and mice were released from a novel starting location. The time spent in each quadrant, the number of platform crossings, and swim speed were analyzed using EthoVision (Noldus). All analyses were conducted by experimenters blinded to genotypes.

The Novel Object Recognition (NOR) task was performed as described previously [61], consisting of a habituation phase followed by a testing phase. During habituation, each mouse freely explored an empty arena for 5 min per day over two consecutive days. On the third day, the testing phase began. During the familiarization trial, mice were placed in the arena containing two identical objects, released at the center of the opposite wall with their back to the objects, and allowed to explore freely for 5 min. Object interaction was defined as nose or whisker contact, or close investigation within the object zone. After a 4‐h retention interval, the test trial was performed with one familiar object and one novel object for 5 min. To measure of an animal's preference for a novel object over a familiar one, the discrimination index (DI) was calculated by dividing the difference in exploration time between the novel and familiar objects by the total exploration time.

The Y‐maze spontaneous alternation task was performed as previously described [62]. Each mouse was placed at the center of the three opaque arms and allowed to freely explore for 8 min. The total number of arm entries and the percentage of spontaneous alternations were recorded and analyzed.

### 4.10 Bulk RNA‐Sequencing

Total RNA was extracted from purified Td^+^ osteoblasts isolated by flow cytometry from *mOCN‐Cre; Ai9* and *TgAPP_swe_^mOCN‐Cre^; Ai9* mice. RNA integrity was assessed for each sample, and only samples with a RNA Integrity Number (RIN) ≥ 7 were included for further analysis. RNA‐seq was performed by BGI America (Cambridge, MA) using the DNBseq platform. Gene expression levels were normalized as fragments per kilobase of transcript per million mapped reads (FPKM). Differentially expressed genes (DEGs) were identified using DESeq2 and PoissonDis algorithms, with *P*‐values adjusted by the Benjamini–Hochberg (BH) method. 

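The p-values in the authors' deposited table equalled those of DESeq2's Wald test on the deposited counts, within 0.01% for each of the 17356 genes with a p. The log2 fold changes in that table differed by at most 2e-06 from DESeq2's values after apeglm shrinkage, which pulls poorly measured fold changes toward 0, for all 17368 genes with a value. With that shrinkage, chosen after the data were seen, and Benjamini-Hochberg adjustment over all genes, 425 genes were called higher and 478 lower. Shrinkage by DESeq2's normal prior called 288 and 268, and shrinkage by ashr called 362 and 394. DESeq2 without shrinkage and with its own filtering called 518 genes higher and 610 lower. A Poisson test of the summed counts of each genotype, which ignores the spread between replicates and stands in for PoissonDis, called 654 genes higher and 715 lower.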

Genes with adjusted *P* ≤ 0.05 and |log_2_ fold change| ≥ 1 were considered significantly differentially expressed. Heatmaps were generated using the online data analysis and visualization platform https://www.bioinformatics.com.cn, with gene expression values Z‐score transformed. The list of secreted proteins was obtained from the UniProt database (https://www.uniprot.org). Gene Ontology (GO) enrichment analysis was performed using Metascape (https://metascape.org), and GO terms with *P* ≤ 0.05 were considered significantly enriched.

### 4.11 Bone Marrow Macrophage Transplantation

Bone marrow macrophage transplantation was performed as previously described [63, 64]. Briefly, recipient mice were conditioned with busulfan prior to transplantation. Mice were housed in sterile cages with autoclaved bedding, food, and water for one week before the initiation of busulfan treatment. Freshly prepared sterile busulfan was administered intraperitoneally at a dose of 20 mg/kg once daily for two consecutive days. Twenty‐four hours after the final dose, bone marrow cells were harvested from the long bones of sex‐matched donor mice, resuspended in ice‐cold PBS, and filtered through a 70 µm cell strainer. A total of 5 × 10^6^ donor bone marrow cells in 0.2 mL PBS were injected into each recipient mouse via the tail vein. Following transplantation, mice were maintained under sterile conditions with sterilized bedding, food, and water for at least 3 weeks.

### 4.12 Statistical Analysis

All experimental quantifications, including behavioral tests, histological analyses, immunofluorescence image quantifications, and other image‐based measurements, were performed by investigators blinded to the genotype and treatment groups to minimize bias. For in vivo studies, 6–10 mice per genotype per assay were used. For in vitro cell biological and biochemical studies, each experiment was repeated 3 times. Data were analyzed by Student *t*‐test, two‐way ANOVA and post‐hoc test (GraphPad Prism 8). The significance level was set at P < 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001).

## Author Contributions

L.X. and W‐C.X designed the project and wrote the manuscript. L.X. performed most experiments. D.S. helped to design and create the mOCN‐Cre knock‐in mice. H.G. helped to collect some brain and bone samples. D.L. and Z.L help to perform behavioral tests. L.M. and W.‐C.X. helped data analysis, interpretation, and supervised the project, and W.‐C. X. obtained the funding support for the project.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs75622‐sup‐0001‐SuppMat.docx.

## Data Availability

RNA‐seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE310893 and are publicly available. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: A Skull Bone Marrow‐to‐Brain Axis Links Osteoblastic Activity to Myeloid Cell Trafficking, Cerebral Blood Flow, and Cognition in Alzheimer's Progression
**Source:** Adv Sci (Weinh). 2026 May 10;13(43):e75622. doi: 10.1002/advs.75622
**Supplement:** Supplementary file 1 — Supporting File: advs75622‐sup‐0001‐SuppMat.docx.

**Supplementary information**

**A skull bone marrow-to-brain axis links osteoblastic activity to myeloid cell trafficking, cerebral blood flow, and cognition in Alzheimer’s progression**

Lei Xiong^1^, Dong Sun^1^, Hao-Han Guo^1^, Daehoon Lee^1^, Zhipeng Liu^1^, Lin Mei^1,2^, and Wen-Cheng Xiong^1*^

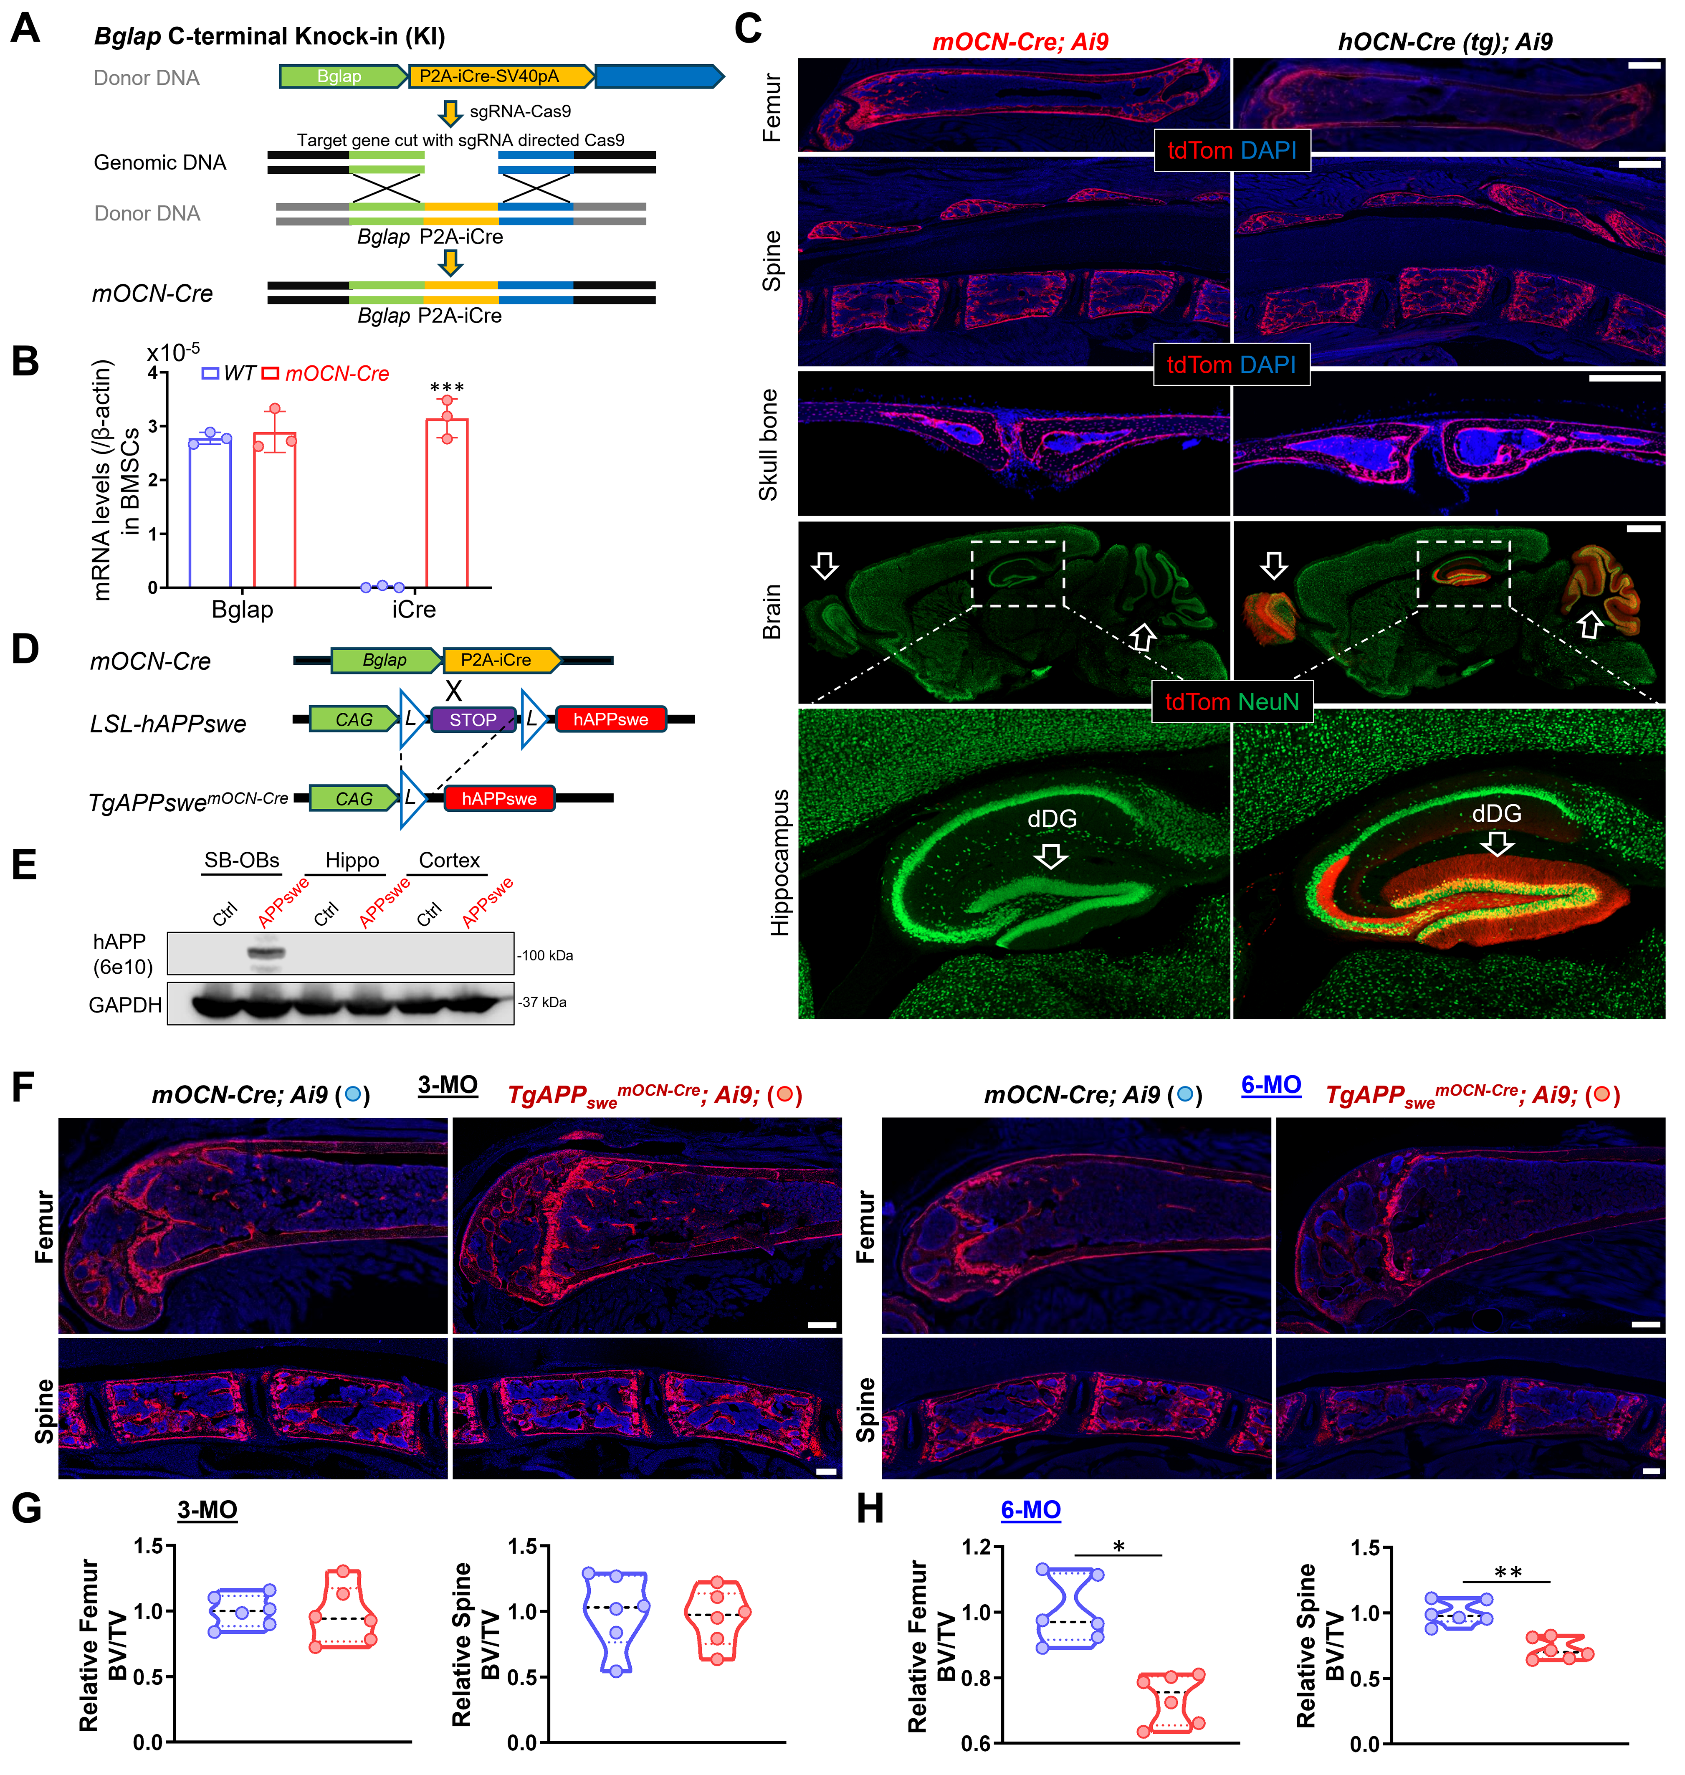
**Figure S1**

**Figure S1. Generation of *mOCN-Cre* knock-in (ki) and *TgAPP_swe_ ^mOCN-Cre^* mice.**

**A**, Illustration of generation of *mOCN-Cre* knock-in mice. iCre was inserted into the C-terminus of endogenous Bglag, and P2A peptide was used to link iCre and Bglap.

**B**, RT-PCR analysis of Bglap and iCre expression in BMSCs of 3-MO *WT* and *mOCN-Cre* mice.

**C**, Representative images of femur, spine, skull bone and brain sections from 3-MO *mOCN-Cre; Ai9* and *hOcn-Cre;Ai9* mice coimmunostained with DAPI (blue) or NeuN (green). Cre-positive cells express the red fluorescent protein tdTomato (red). Scale bar, 1 mm.

**D**, Illustration of generation of the conditional transgenic mice selectively expressing human APP_swe_ in an mOCN-Cre dependent manner.

**E**, Western blotting analysis of hAPP (6e10) expression in primary cultured skull OBs, hippocampal and cortical tissue from 3-MO male *Ctrl* and *TgAPP_swe_^mOCN-Cre^* mice. GAPDH was used as the loading controls.

**F**, Representative images of femur and spine sections from 3-MO or 6-MO *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice immunostained with DAPI (blue). Cre-positive cells express the red fluorescent protein tdTomato (red). Scale bar, 0.5 mm.

**G-H**, Quantification analyses of femur and spine bone volumes over total volumes (BV/TV) in F.

Data in (**B**) are presented as mean ± SD (n = 3). Data in (**G**) and (**H**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 6 male mice of each genotype). P values obtained by unpaired two-tailed t test. *P < 0.05. **P < 0.01. ***P < 0.001.

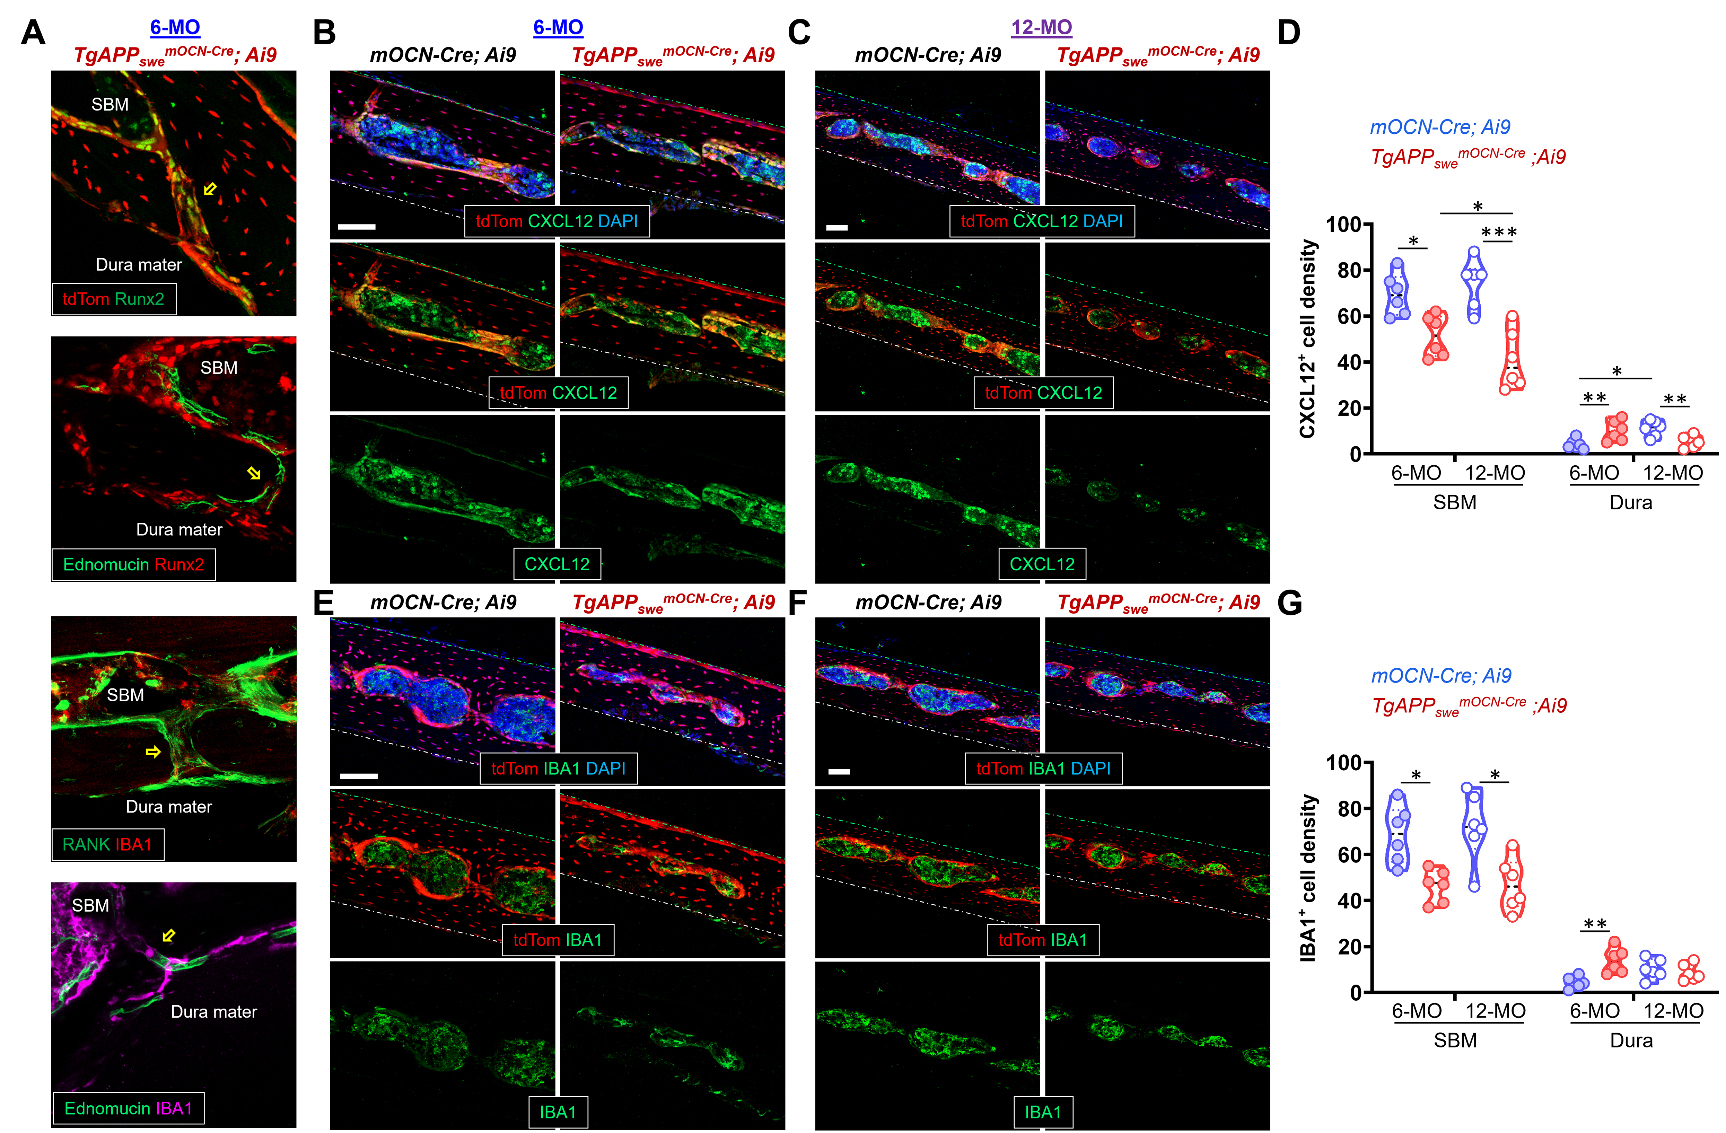
**Figure S2**

**Figure S2. Increased dura mater side myeloid cells distribution in 6-MO *TgAPP_swe_^mOCN-Cre^* mice.**

**A**, Representative channel images of skull bone sections from 6-MO male *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with Runx2, Ednomucin, RANK and IBA1.

**B-C**, Representative images of skull bone sections from 6-MO (**B**) and 12-MO (**C**) male *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with DAPI (blue) and CXCL12 (green, B). Cre-positive cells express the tdTomato (red). Scale bar, 100 μm.

**D**, Quantification analyses of CXCL12^+^ cell density in SBM and dura side in B and C.

**E-F**, Representative images of skull bone sections from 6-MO (**E**) and 12-MO (**F**) male *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^*; Ai9 mice coimmunostained with DAPI (blue) and IBA1 (green, H). Cre-positive cells express the tdTomato (red). Scale bar, 100 μm.

**G**, Quantification analyses of IBA1^+^ cell density in SBM and dura side in E and F.

Data in (**D**) and (**G**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 6). P values obtained by two-way ANOVA followed by Bonferroni’s post hoc test. *P < 0.05. **P < 0.01. ***P < 0.001.

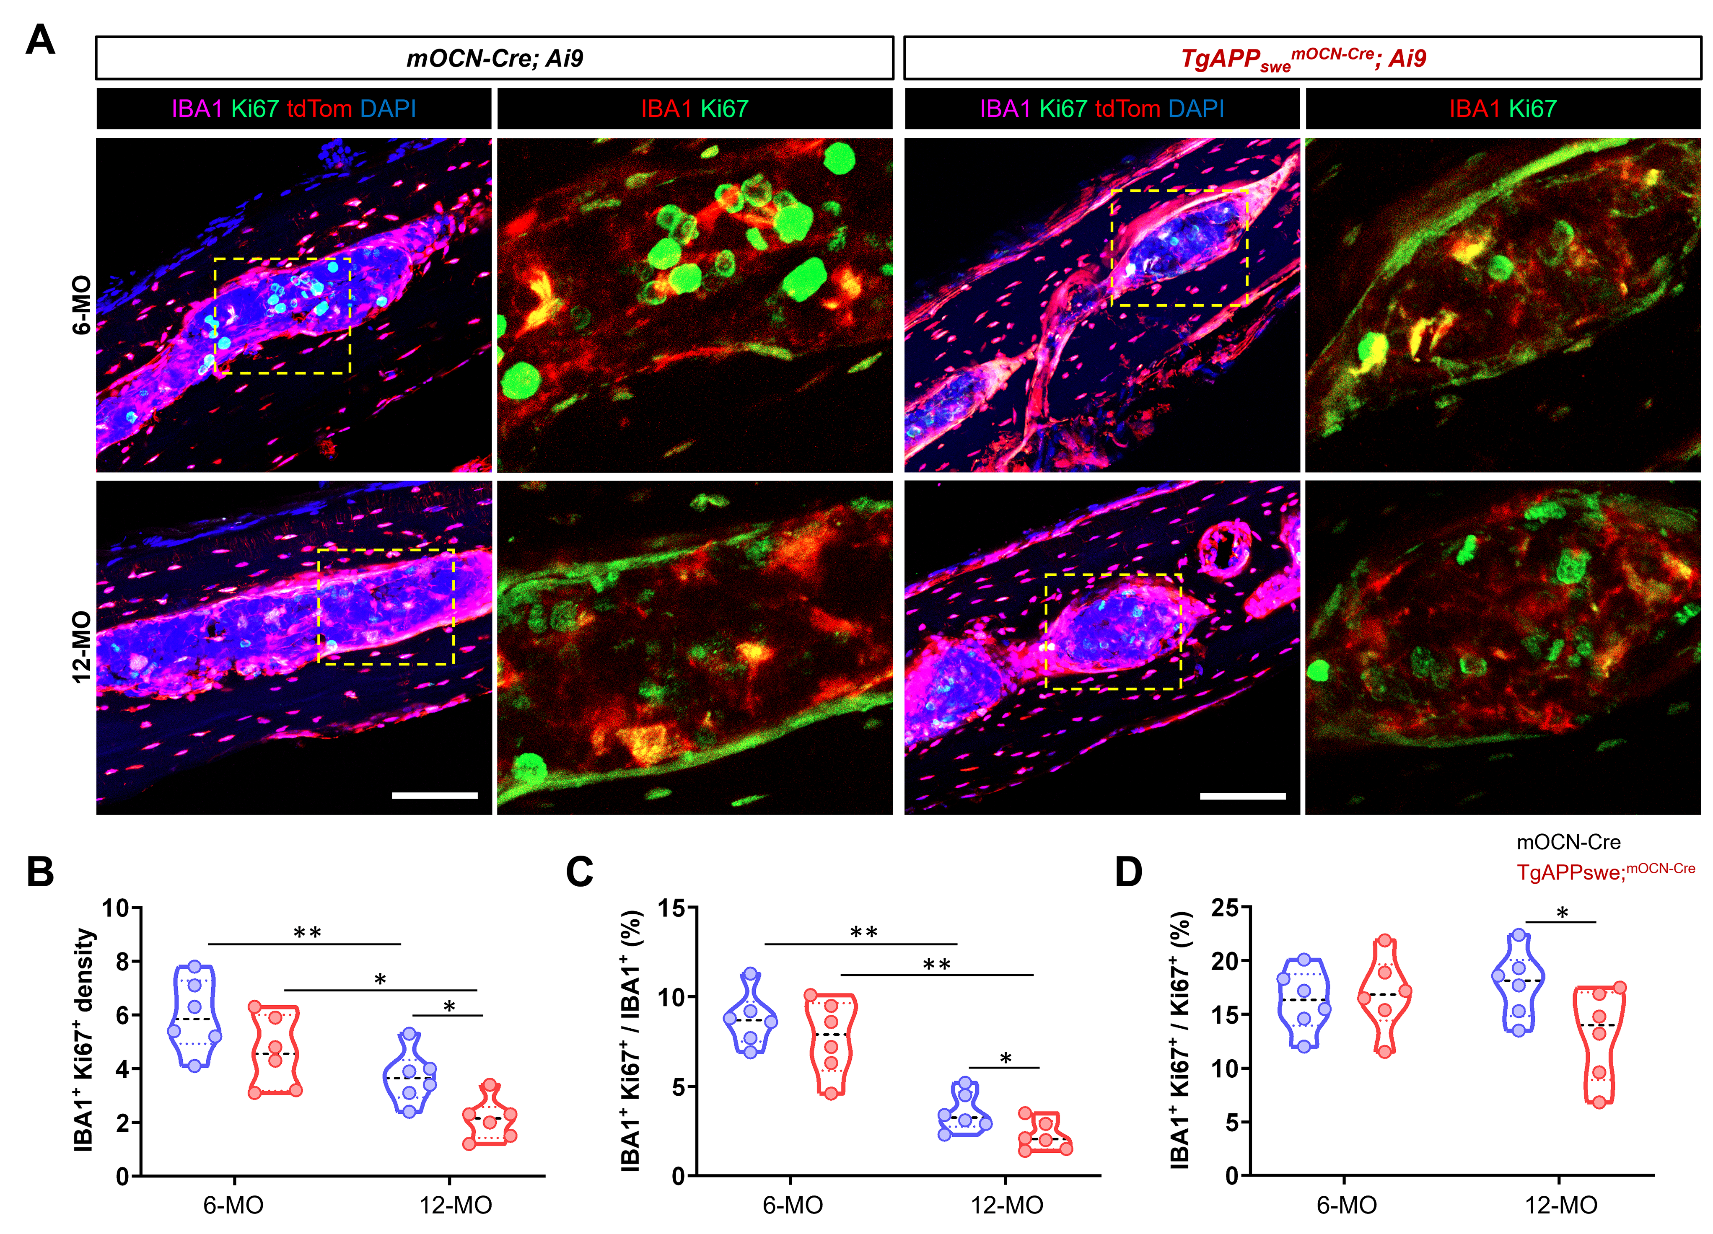
**Figure S3**

**Figure S3. Age-dependent decline in proliferation of SBM IBA1⁺ macrophages in *TgAPP_swe_^mOCN-Cre^* mice.**

**A**, Representative images of skull bone sections from 6-MO and 12-MO *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with IBA1, Ki67 and DAPI. Cre-positive cells express the tdTomato (red). Scale bar, 100 μm.

**B-D**, Quantification analyses of IBA1^+^ Ki67^+^ cell density and percentage of IBA1^+^ Ki67^+^ cells among IBA1^+^ or Ki67^+^ cells in A.

Data in (**B-D**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 6 male mice of each genotype). Statistical analysis was performed using two-way ANOVA followed by Bonferroni’s post hoc test. *P < 0.05. **P < 0.01. ***P < 0.001.

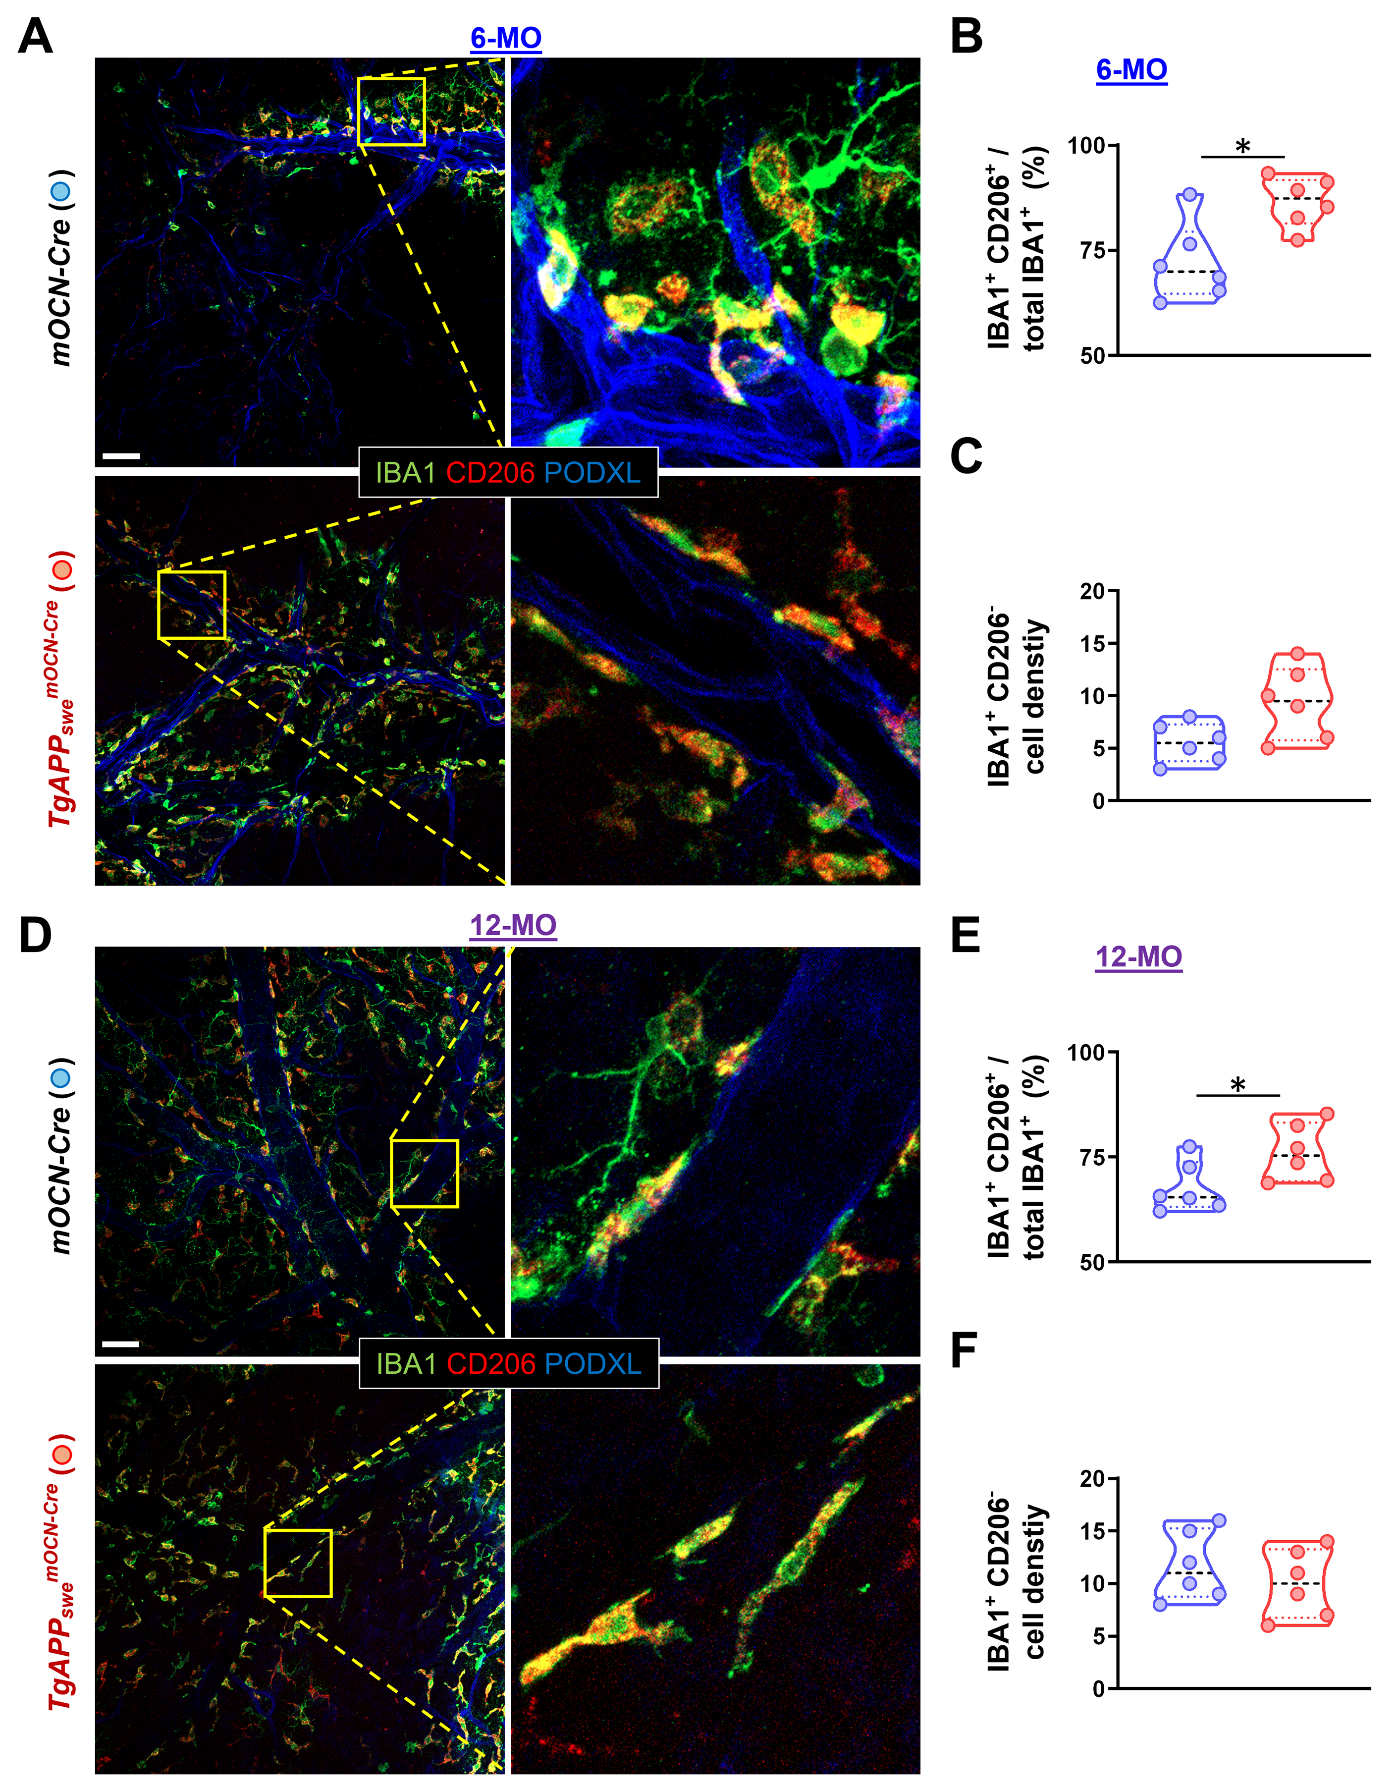
**Figure S4**

**Figure S4. Increased macrophage (CD206^+^) cell number in the meninges of 6-MO *TgAPPswe^Ocn-Cre (ki)^;Ai9* mice.**

**A**, Representative images of cortical surface sections from 6-MO *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with IBA1, CD206 and PODXL. Scale bar, 50 μm.

**B-C**, Quantification analyses of percentage of CD206^+^ IBA1^+^ cells and IBA1^+^ CD206^-^ cell density in A.

**D**, Representative images of cortical surface sections from 12-MO *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with IBA1 and PODXL or SMA. Scale bar, 50 μm.

**E-F**, Quantification analyses in D.

Data in (**B-C**) and (**E-F**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. n = 6 male mice of each genotype. P values obtained by unpaired two-tailed t test. *P < 0.05.

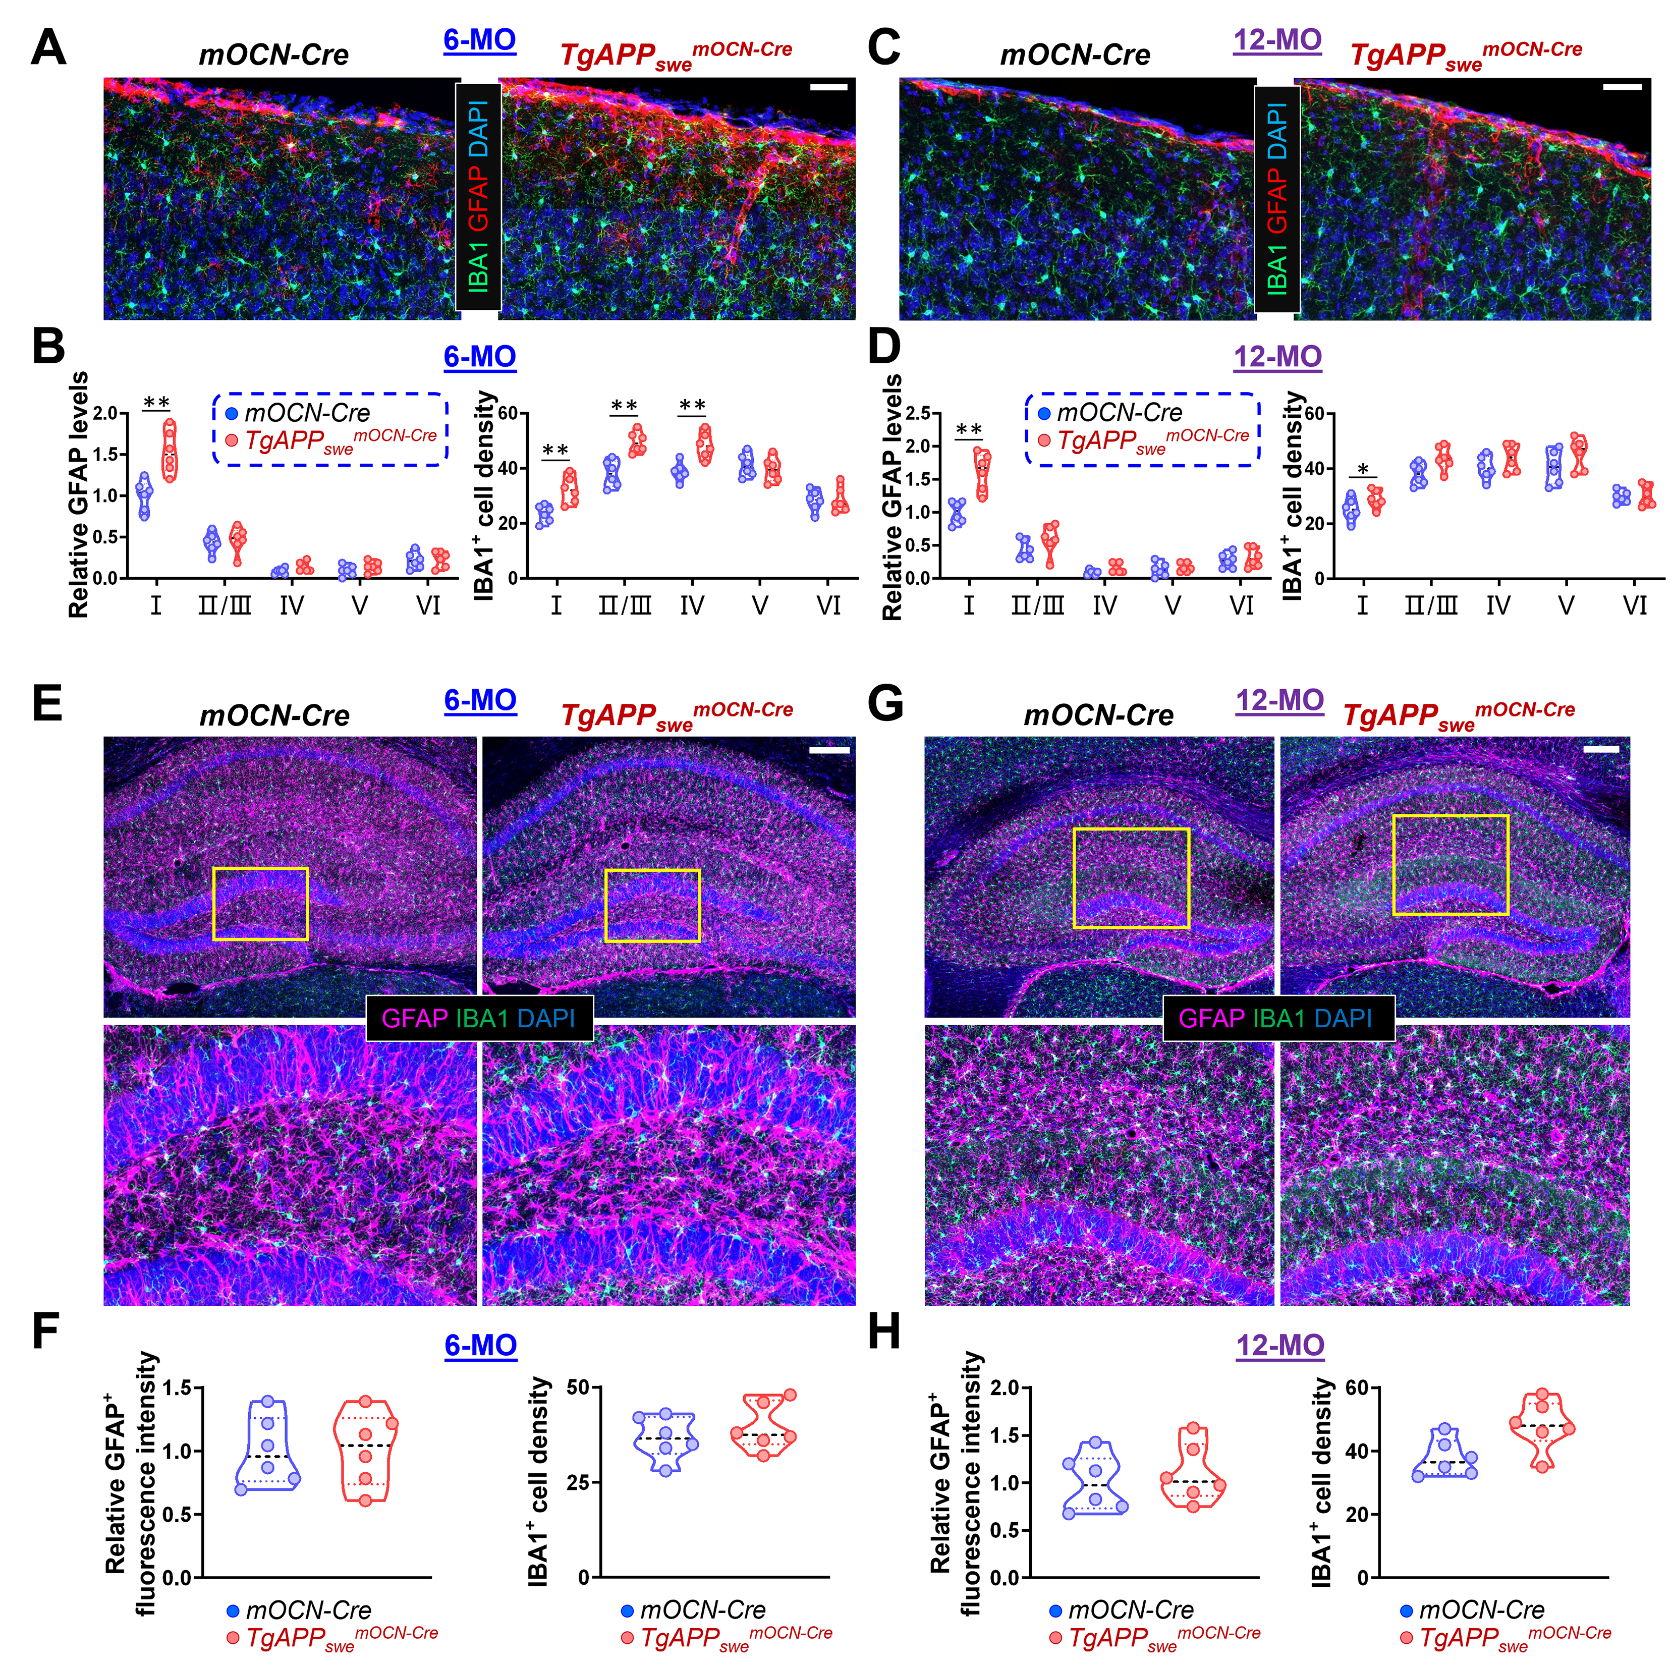
**Figure S5**

**Figure S5. Increased astrocytes (GFAP^+^) and microglia/macrophage (IBA1^+^) cell number in the cortex region of 6-MO *TgAPP_swe_^mOCN-Cre^* mice.**

**A-D**, Representative images of co-immunostaining with IBA1 (green), GFAP (red), and DAPI (blue) of cortex sections from 6-MO (A) or 12-MO (C) *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^*; Ai9 mice. Scale bar, 50 μm. Quantification analyses of GFAP levels and IBA1^+^ cell density are presented in B and D.

**E-H**, Representative images of co-immunostaining with IBA1 (green), GFAP (magenta), and DAPI (blue) of hippocampal sections from 6-MO (E) or 12-MO (G) *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^*; Ai9 mice. Scale bar, 200 μm. Quantification analyses of GFAP levels and IBA1^+^ cell density are presented in F and H.

Data in (**B**), (**D**), (**F**) and (**H**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 6 male mice of each genotype). P values obtained by unpaired two-tailed t test. **P < 0.01.

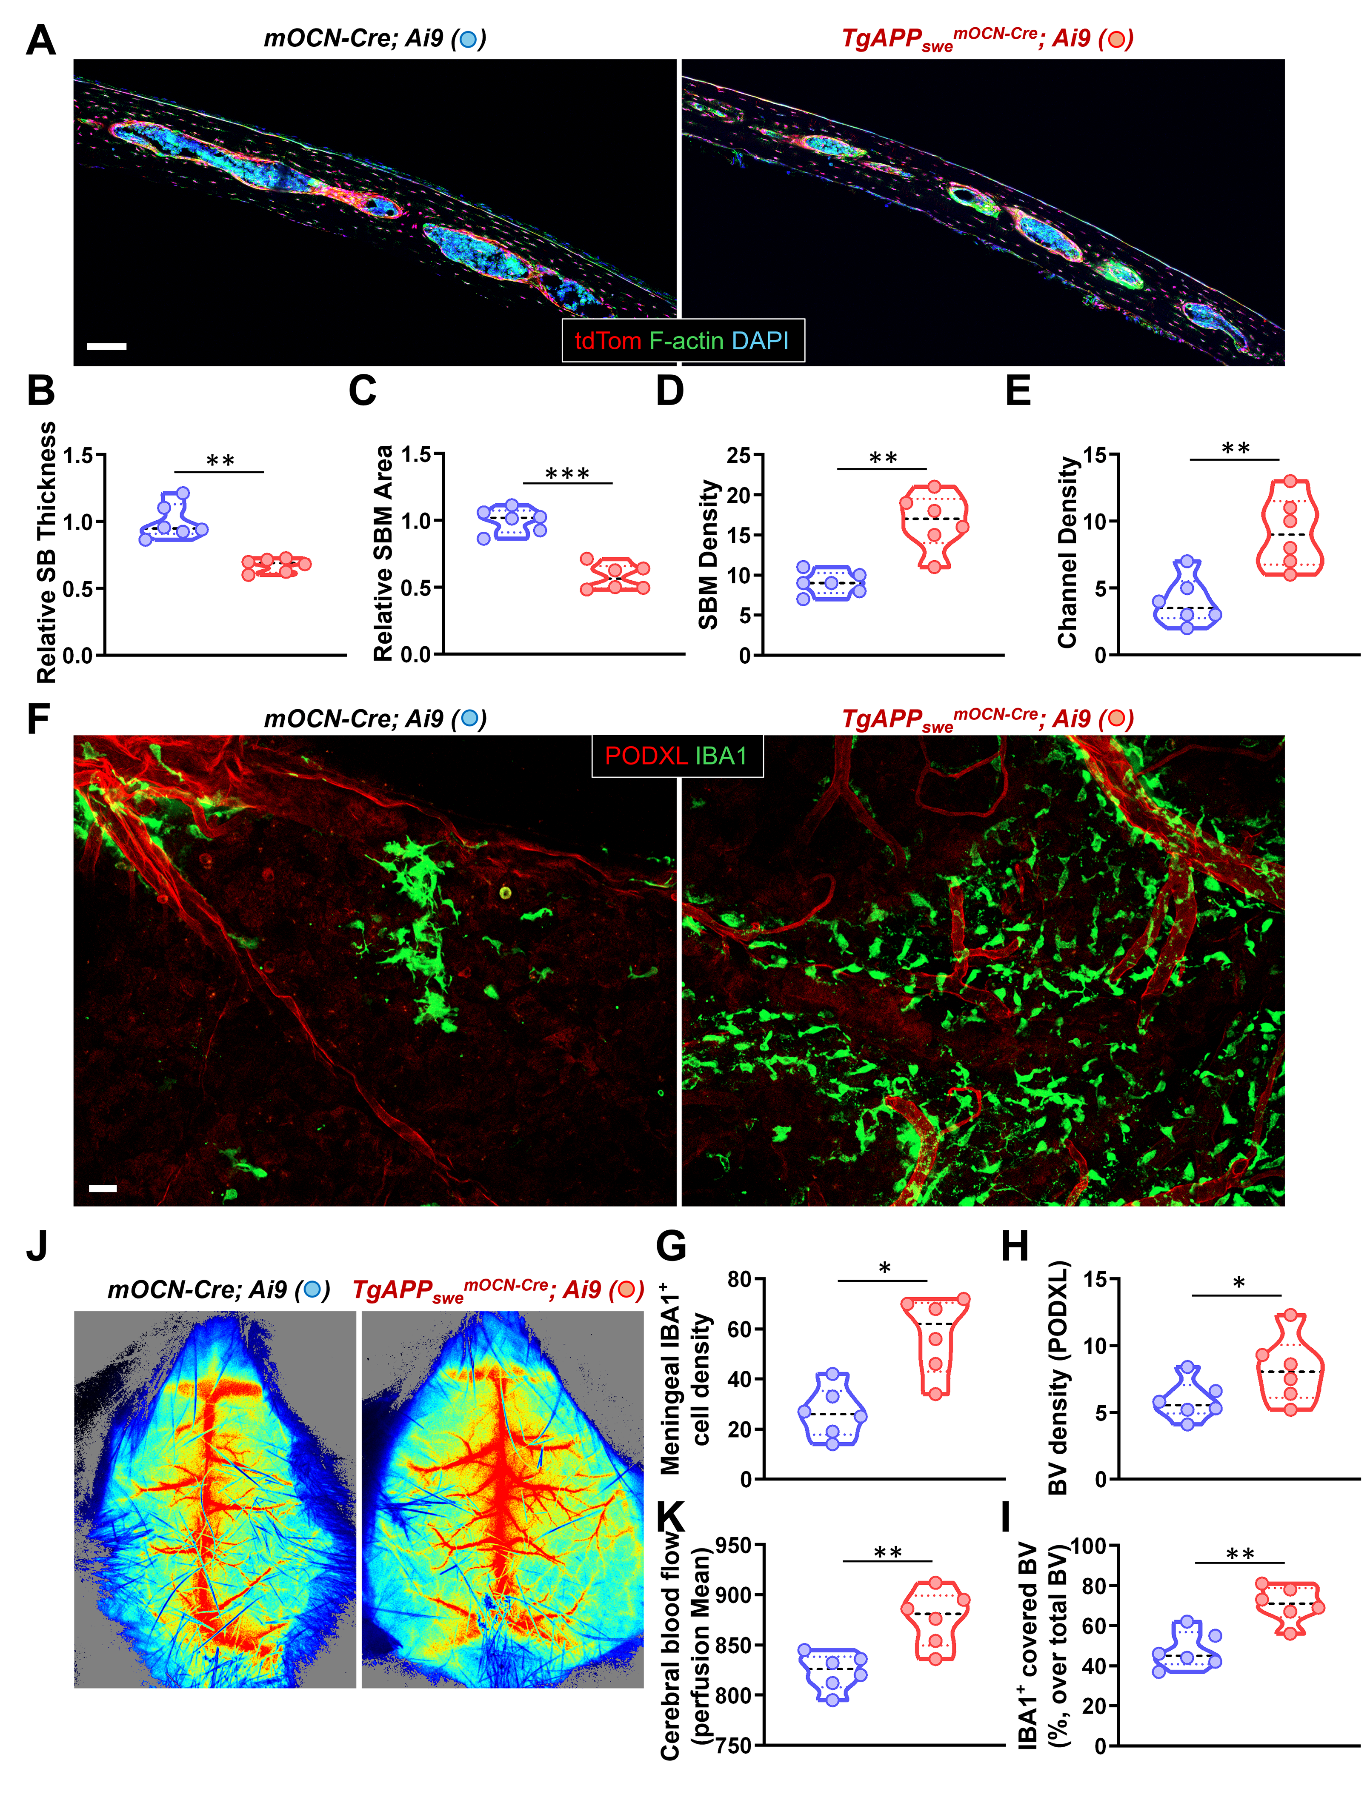
**Figure S6**

**Figure S6. Slimier phenotype in 6-MO female TgAPP_swe_^mOCN-Cr^ ;Ai9 mice.**

**A**, Representative images of skull bone sections from 6-MO female *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with f-actin (green) and DAPI (blue). Cre-positive cells express the tdTomato (red). Scale bar, 100 μm.

**B-E**, Quantification analyses of relative SB thickness, SBM area, SBM density and channel density in A.

**F**, Representative images of cortical surface sections from 6-MO female *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^; Ai9* mice coimmunostained with IBA1 and PODXL. Scale bar, 40 μm.

**G-I**, Quantification analyses of meninges IBA1^+^ cell density, blood vessels (BV) density, and percentage of IBA1^+^ cells covered BV in F.

**J**, Representative image of unilateral cerebral blood flow analyses of 6-MO female *mOCN-Cre* and *TgAPP_swe_^mOCN-Cre^* mice via laser speckle contrast imaging.

**K**, Quantification of average recorded perfusion in J.

Data in (**B-E**), **(G-I)** and (**K**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 6 female mice of each genotype). P values obtained by unpaired two-tailed t test. *P < 0.05. **P < 0.01. ***P < 0.001.

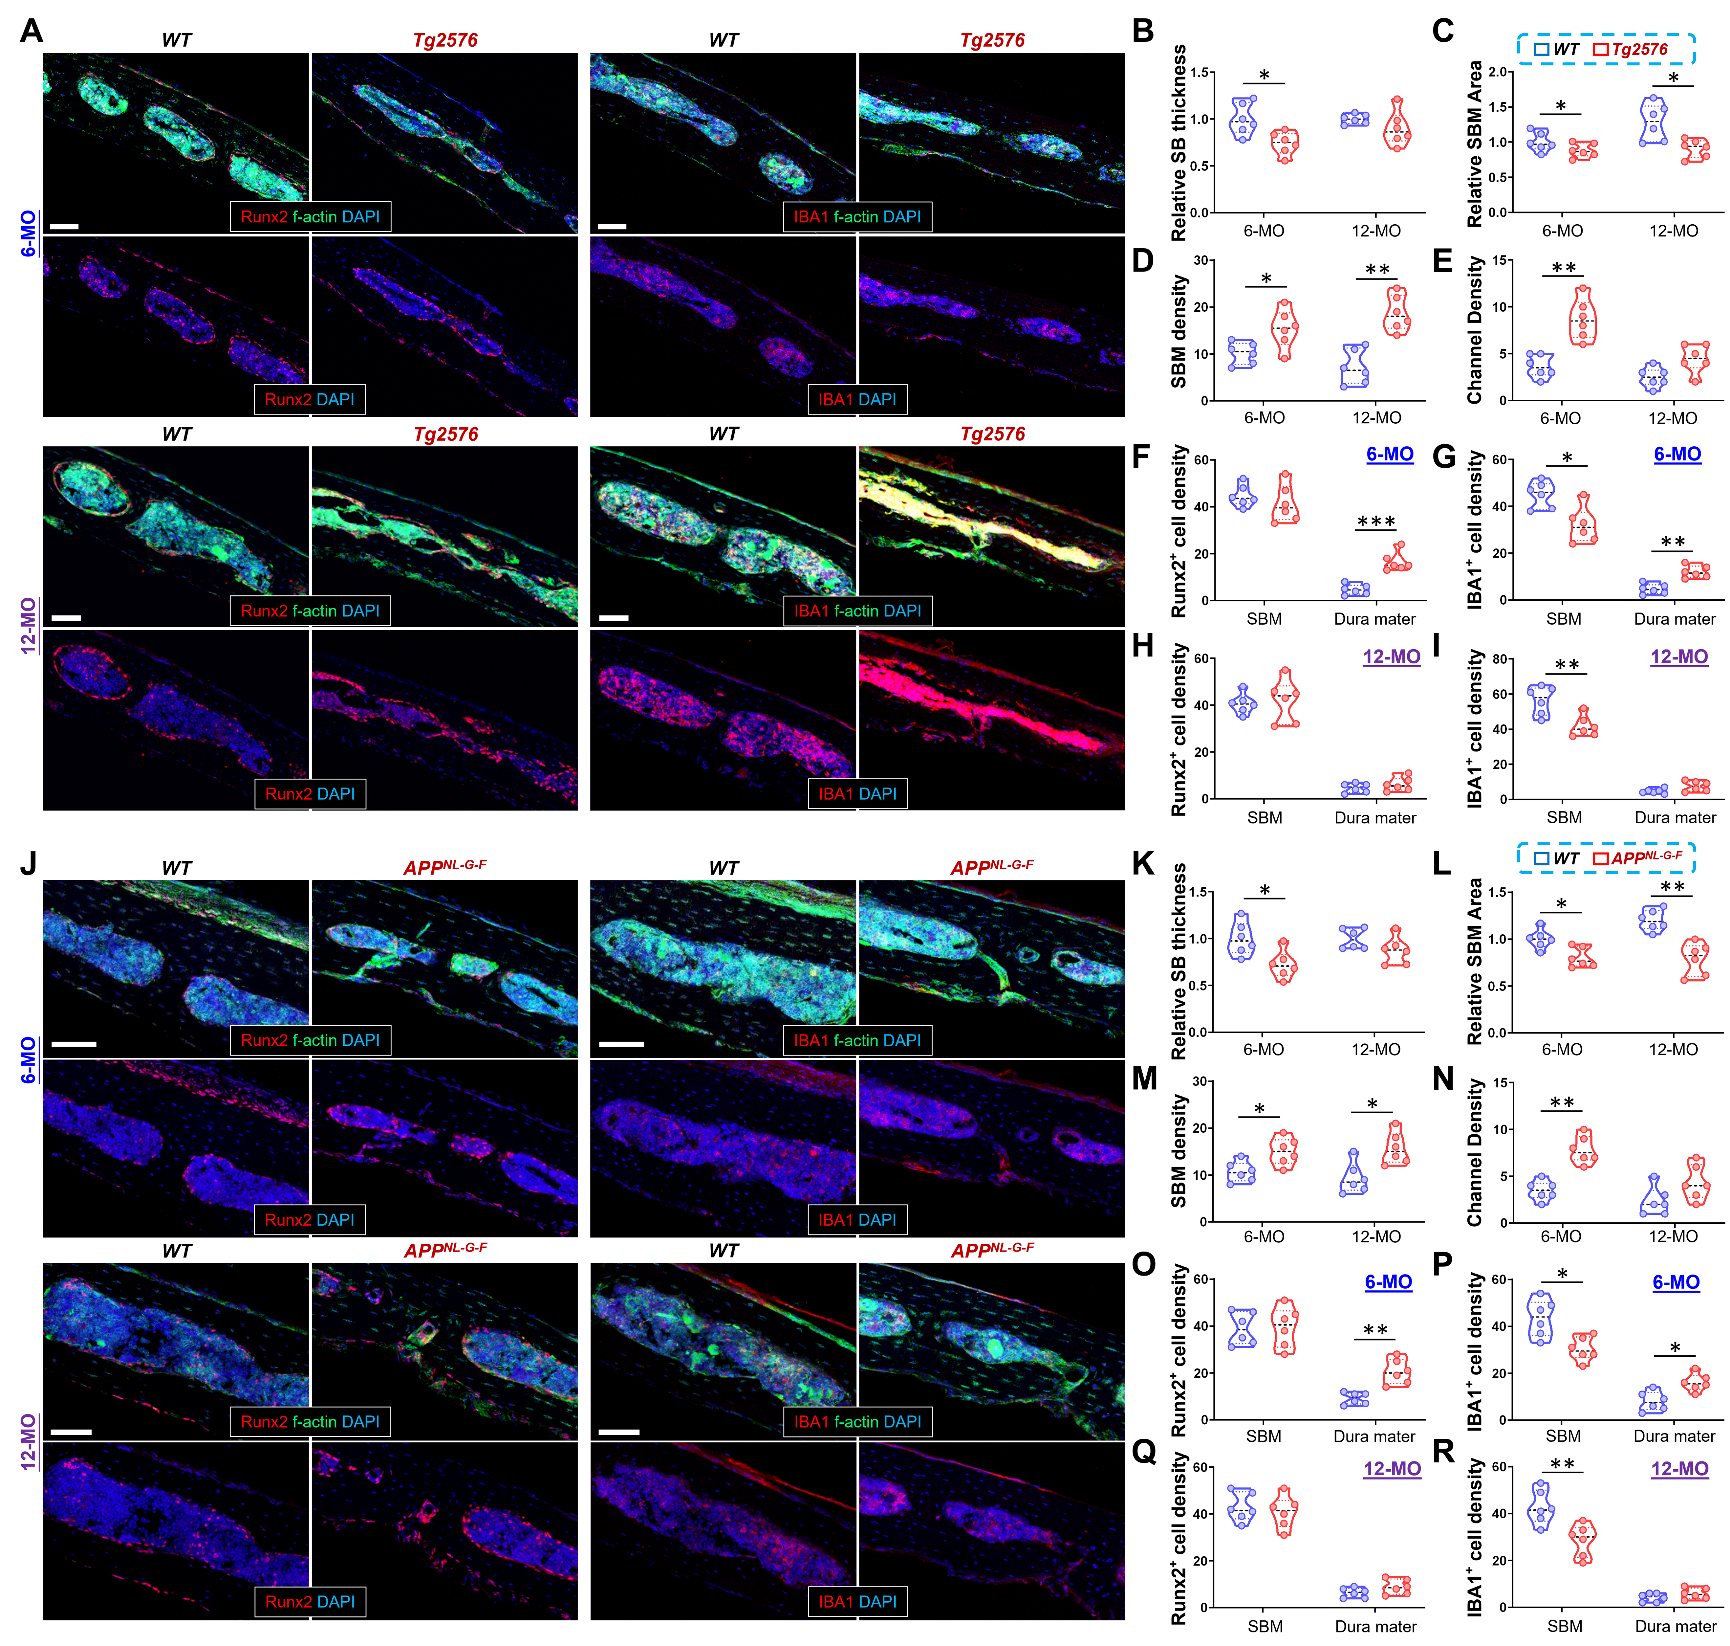
**Figure S7**

**Figure S7. Altered skull bone remodeling in *Tg2576* mice and *APP^NL-G-F^* mice.**

**A**, Representative images of skull bone sections from 6-MO or 12-MO *WT* and *Tg2576* mice coimmunostained with Runx2, f-actin, IBA1 and DAPI. Scale bar, 100 μm.

**B-I**, Quantification analyses in A.

**J**, Representative images of skull bone sections from 6-MO or 12-MO *WT* and *APP^NL-G-F^* mice coimmunostained with Runx2, f-actin, IBA1 and DAPI. Scale bar, 100 μm.

**K-R**, Quantification analyses in J.

Data in (**B-I**) and (**K-R**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 6). P values obtained by unpaired two-tailed t test. *P < 0.05. **P < 0.01. ***P < 0.001.

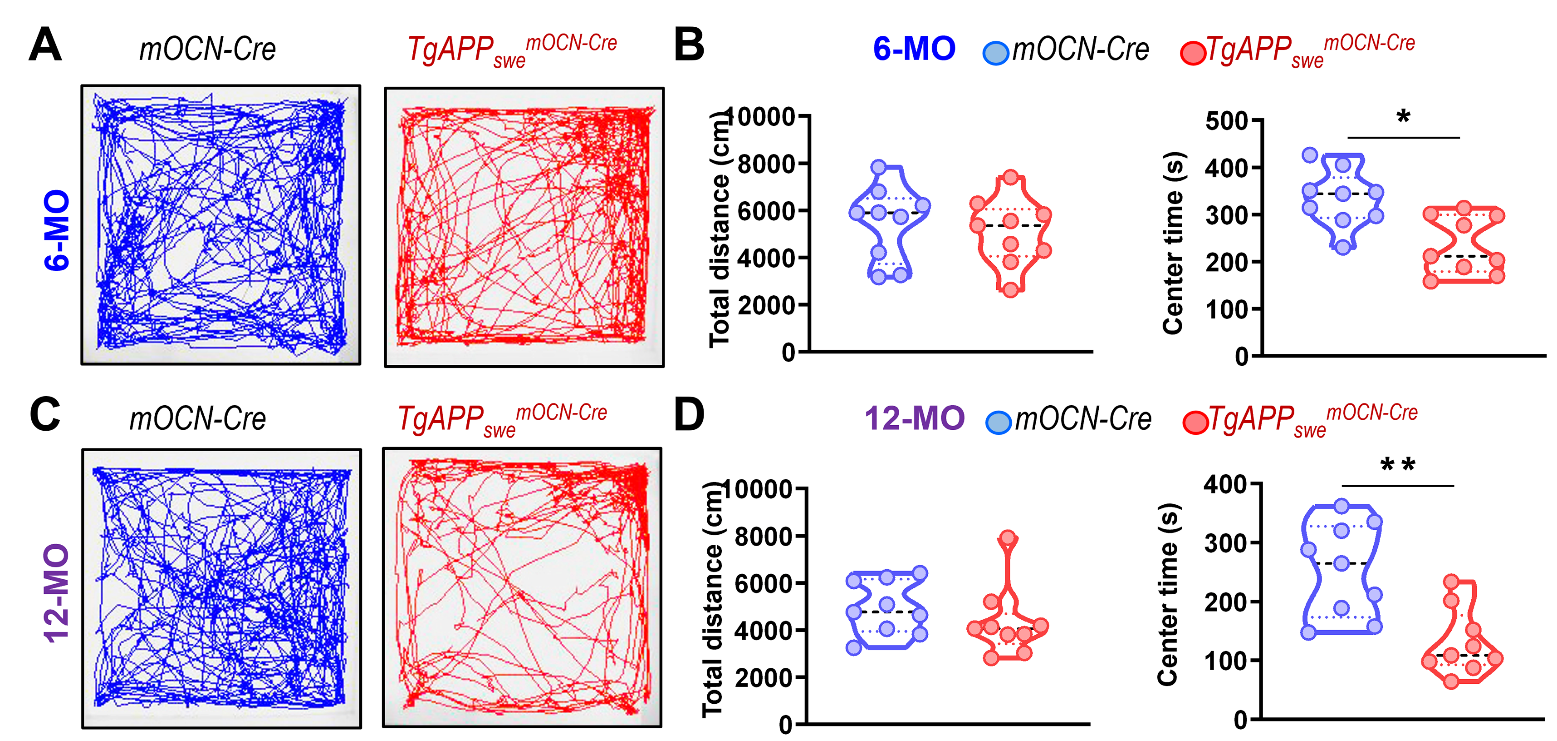
**Figure S8**

**Figure S8. Promoting age-dependent anxiety by Tg*APP_swe_^mOCN-Cre^*.**

**A-D**, Open field test (OFT) of 6-MO and 12-MO *mOCN-Cre* and *TgAPP_swe_^mOCN-Cre^* male mice. Representative tracing images were shown in a and c. Quantifications of total distance and center duration time were shown in B and D.

Data in (**B**) and (**D**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. (n=9 animals per genotype). P values obtained by unpaired two-tailed t test. *P < 0.05. **P < 0.01.

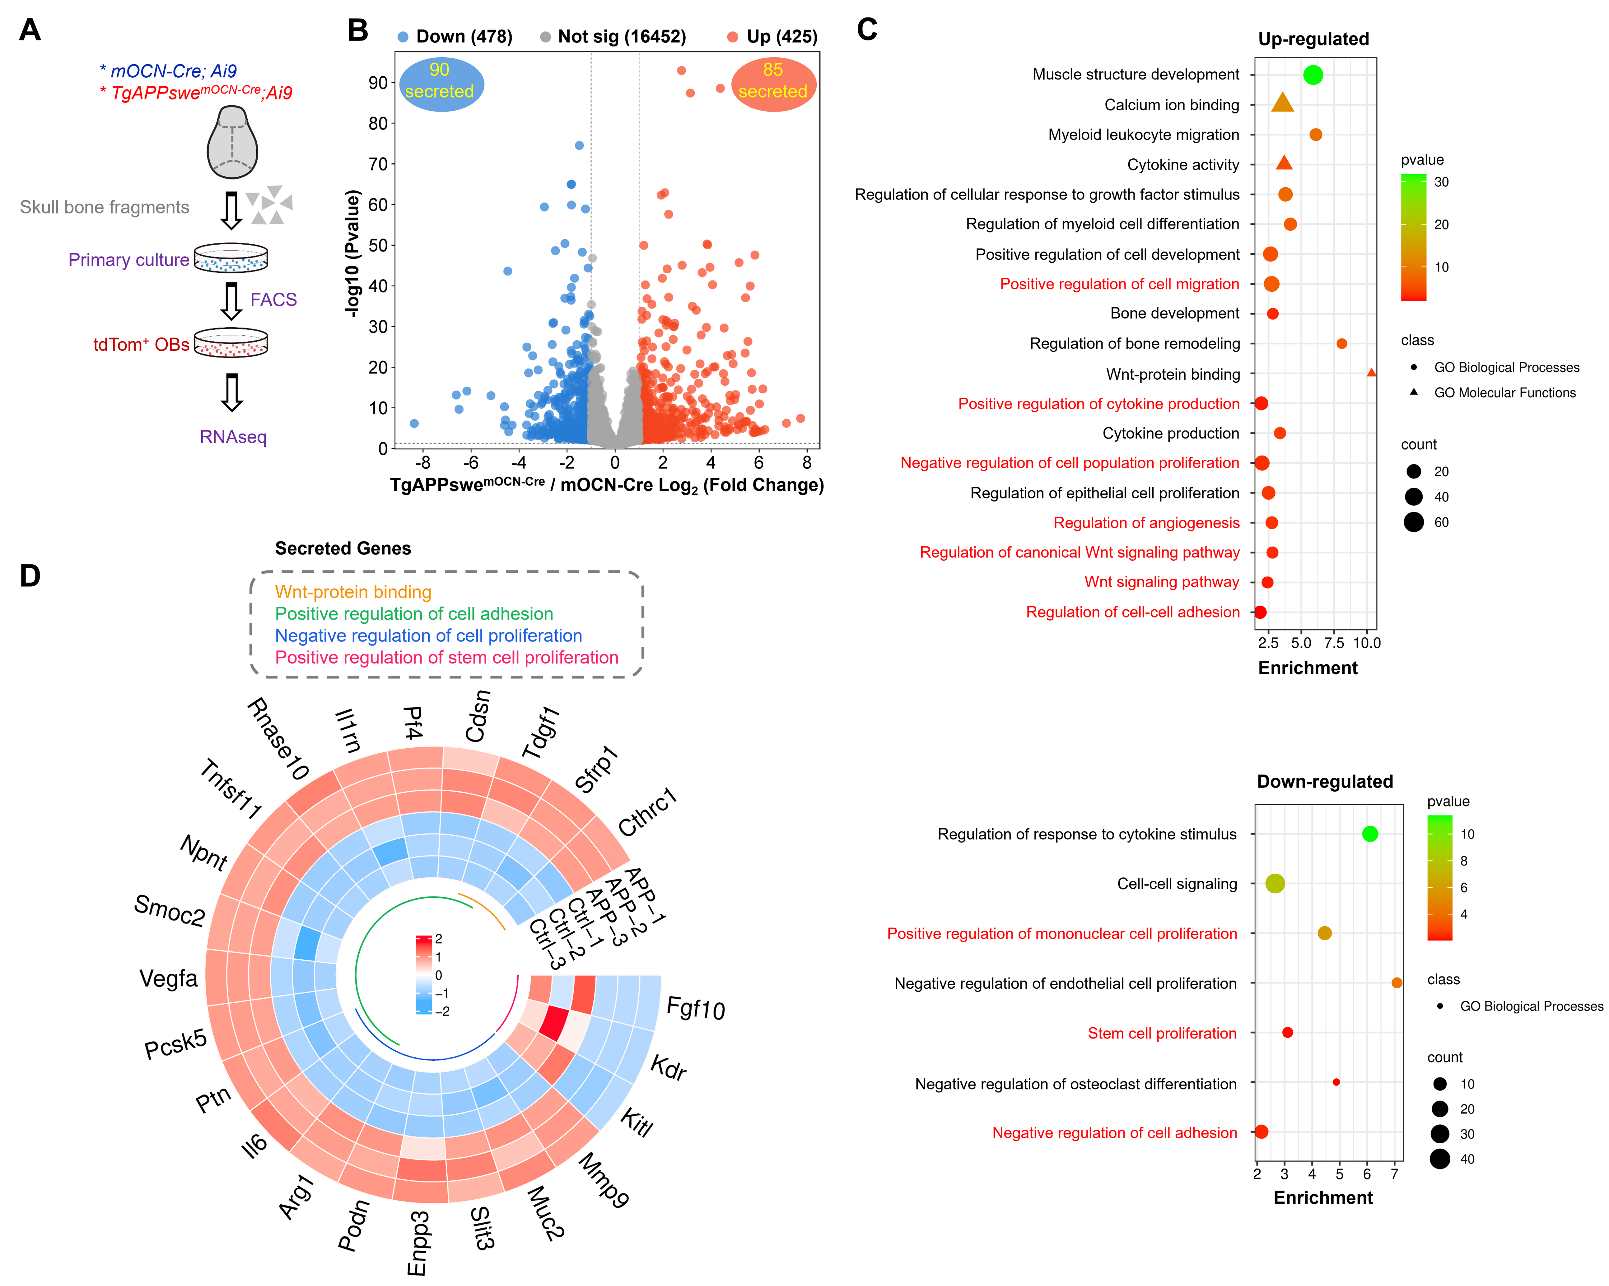
**Figure S9**

**Figure S9. Changes in multi-pathways, including down-regulation of cell proliferation, in APP_swe_^+^ calvarial osteoblasts.**

**A**, Schematic of purification and RNA-seq of Tdtomato^+^ OBs from skull bone of 6-MO *mOCN-Cre; Ai9* and *TgAPP_swe_^mOCN-Cre^;Ai9* male mice.

**B**, Volcano plots.

**C**, GO analysis of up/down-regulated genes.

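The heat map draws each gene's expression as a Z-score, the distance of a library from the gene's mean over the libraries in units of the gene's standard deviation. A gene at a few CPM and a far more abundant gene therefore span the same colours, and the colours do not show fold changes. In the deposited counts, for example, Rnase10 was at 0.511 ± 0.0577 CPM (SD, n = 3) in control and 1.46 ± 0.149 CPM (SD, n = 3) in APPswe libraries, while Ptn was at 29.6 ± 8.26 and 89.5 ± 2.63 CPM (SD, n = 3 each).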

**D**, Heat map of differentially expressed secreted genes identified by RNA-seq.

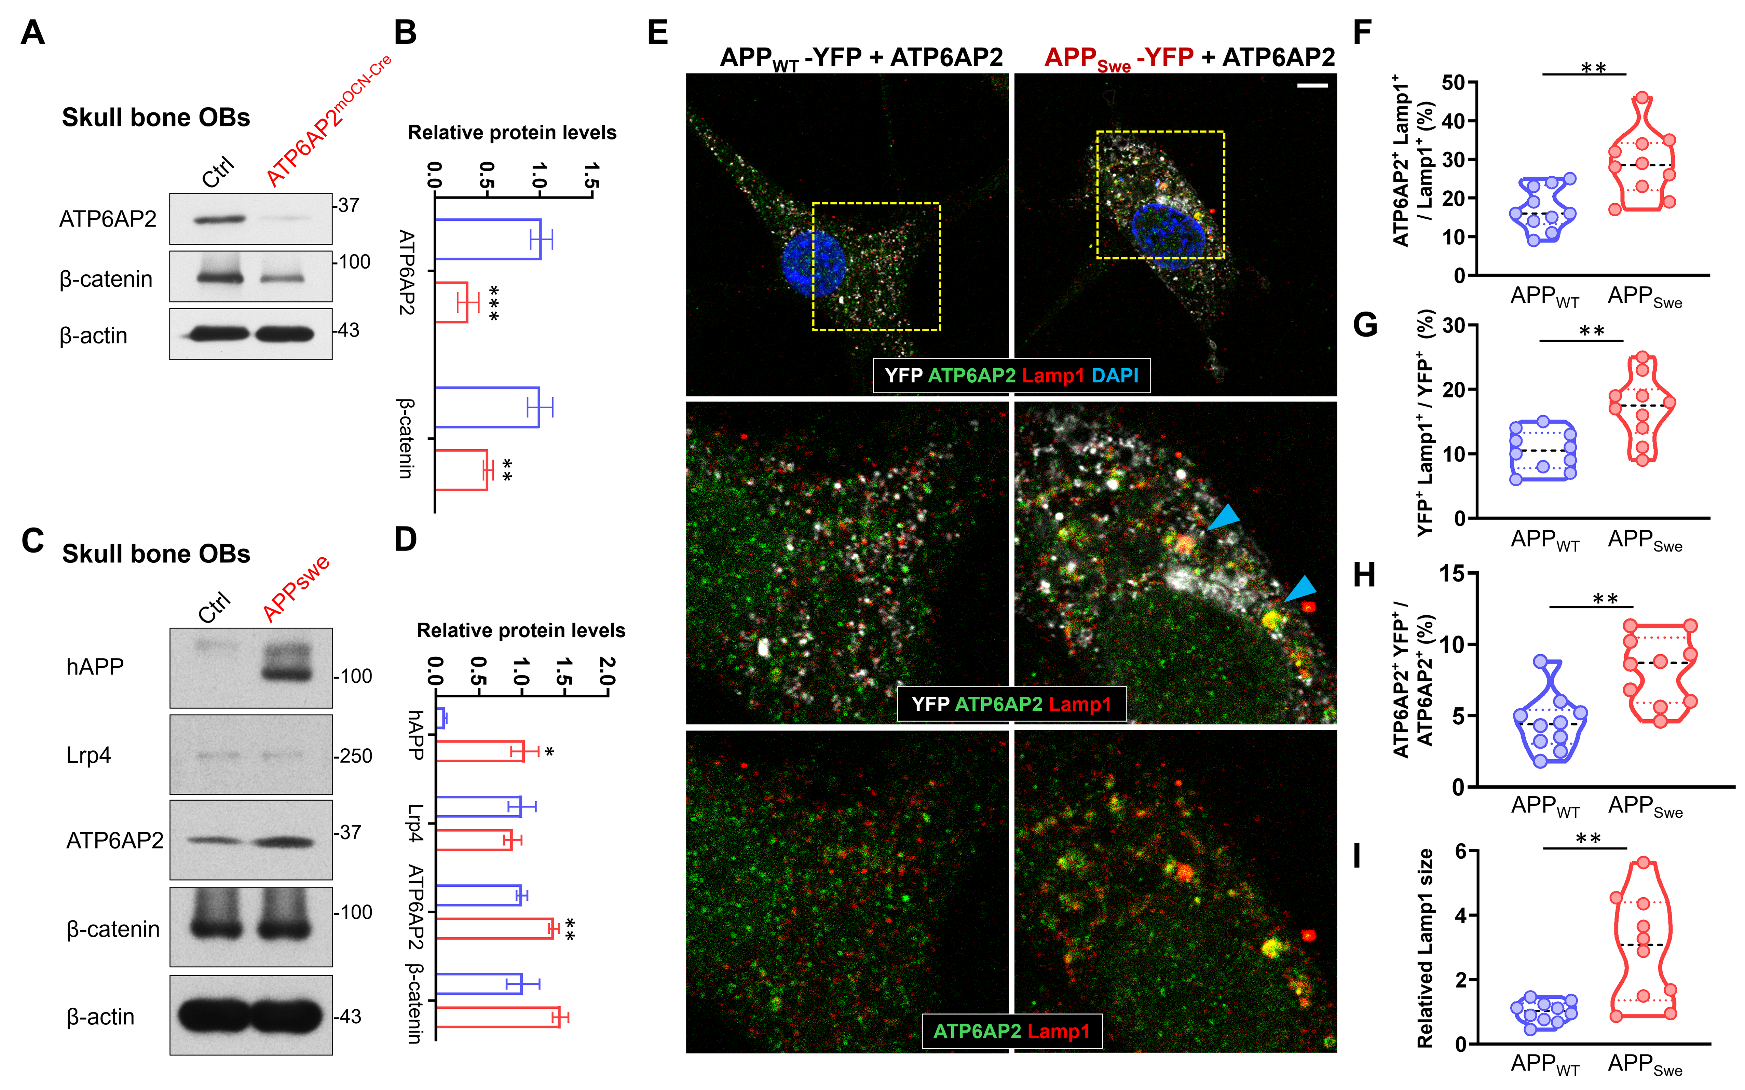
**Figure S10**

**Figure 10. Differential regulation of ATP6AP2 expression and lysosomal localization in APP_swe_-expressing osteoblasts.**

**A-B**, Decreased beta-catenin expression in skull bone OBs derived from 3-MO *ATP6AP2^mOCN-Cre^* mice by Western blots. Quantification analysis was shown in B.

**C-D**, Increased ATP6AP2 expression in skull bone OBs derived from 3-MO *TgAPP_swe_^mOCN-Cre^* mice by Western blots. Quantification analysis was shown in D.

**E,** Immunostaining analysis of ATP6AP2 and Lamp1 in MC3T3 cells transfected with the APP_WT_-YFP or APP_swe_-YFP. Images marked with yellow squares were amplified and shown below. Arrows indicate enlarged lysosomes with colocalization of ATP6AP2 and YFP. Bar, 10 µm.

**F-I,** Quantification analyses of E.

Data in (**B**) and (**D**) are presented as mean ± SD (n = 3). Data in (**F-I**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively (n = 10 cells). P values obtained by unpaired two-tailed t test. *P < 0.05. **P < 0.01. ***P < 0.001.

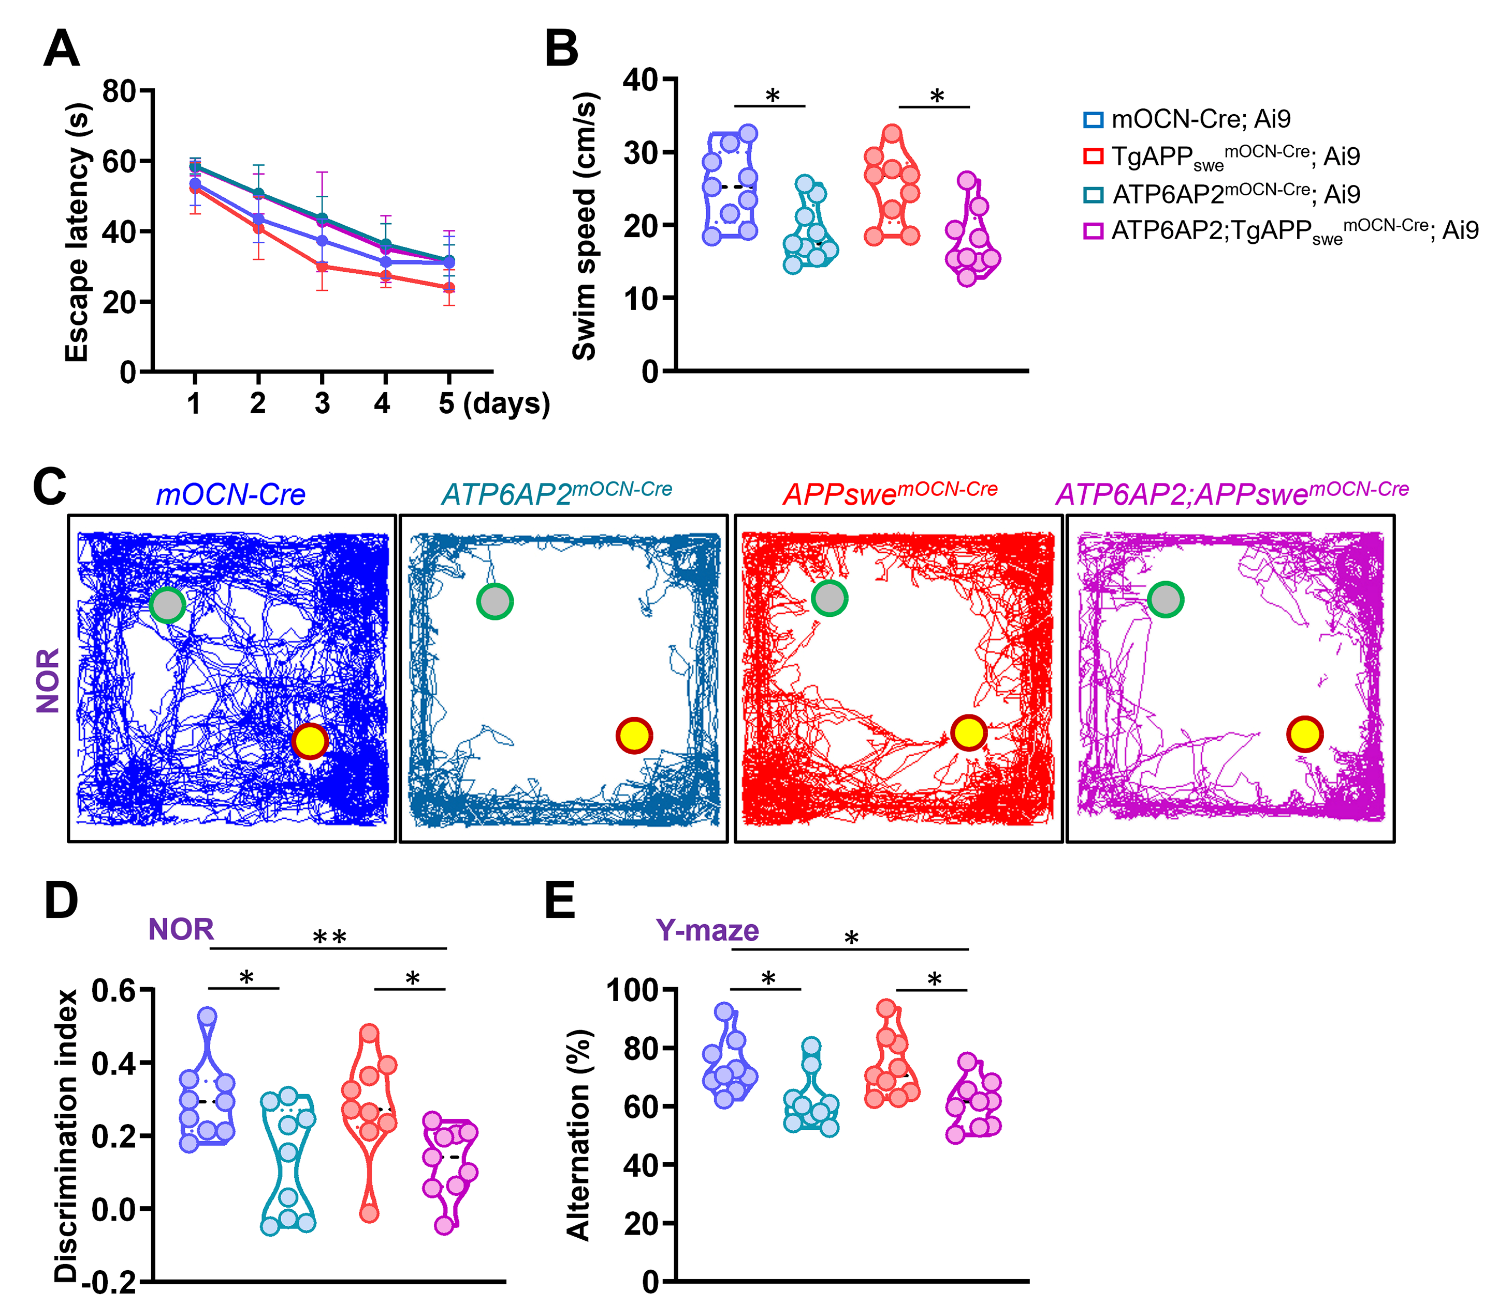
**Figure S11**

**Figure S11. Cognition decline in *ATP6AP2;TgAPP_swe_^mOCN-Cre^* mice**

**A-B**, MWM. The latencies to reach the hidden platform during the training period were showed in A, and swim speed was shown in B.

**C-D**, Novel Object Recognition (NOR). The discrimination index was shown in D.

**E**, Y-maze test. Spontaneous alternation was shown.

Data in (**A**) is presented as mean± SD (n=9). Data in (**B**), (**D**) and (**E**) are shown as violin plots together with individual data points, and dot lines and dash line represent the quartiles and the median, respectively. (n=9 animals per genotype). Statistical analysis was performed using one-way ANOVA followed by Tukey’s post hoc test. *P < 0.05. **P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

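Bulk RNA sequencing of cells labelled as tdTomato-positive skull osteoblasts from mice aged 6 months was analysed in 6 libraries, 3 of control and 3 of APPswe genotype. Conditions and replicate numbers were taken from the sample labels, and the age and sex from the paper. The read counts per gene were deposited by the authors without normalization. The FPKM values were computed by the authors and rounded before they were deposited, and their blank cells fall in 397 genes for the libraries named in one style and in 716 genes for those named in the other. The blank cells were read as 0. The log2 fold changes and the p-values of the authors' deposited table are their own comparison of APPswe with control, and were used to describe that comparison. The sequencing was done on the DNBseq platform, and the aligner, counting tool and genome build are not named in the paper's text, so no coordinates are given.

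The counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were normalized by TMM, filterByExpr kept 13484 of 17830 genes, and the genotypes were compared with the quasi-likelihood test without a covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. CPM values are counts scaled to a common library size by edgeR's cpm function after TMM normalization. Total counts ranged from 17649704 to 18398392 in control and from 17263757 to 17555489 in APPswe libraries, and 3 counts were taken as the floor of detection, which covers counting error only.

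Pathway sets came from the Reactome table shipped with fgsea 1.28.0, matched by NCBI gene number, and the cell cycle lists from Seurat 5.3.0, with human symbols written in mouse style. Over-representation was tested with Fisher's exact test against all genes tested, over 13 sets and both directions, and whole lists with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The genes named in the text are those the paper names, App and Bglap, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean log2 CPM of at least 1 and separated groups, and marker genes of sex and cell types. Ror1, Notum, Fzd4, Wnt4, Angptl4, Ephb2 and Pdgfra fall outside this rule and were named after their values were seen, as were the X-linked genes Kdm6a, Eif2s3x, Kdm5c and Ddx3x, listed for a test chosen later. The rule, the designs and most alternatives were fixed before the data were examined.

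The alternatives were DESeq2 1.42.0, its size factors within edgeR, no TMM, 2 other filters, the replicate number as a block, the style of the library names as a covariate, each library left out in turn, other thresholds, a Poisson test, and limma on log2(FPKM + 1) or log2(FPKM + 0.1). Thinning to equal totals, a correction for GC content and length of the longest GENCODE transcript (found for 98.6% of genes tested), and apeglm 1.24.0 shrinkage were added after the data were seen. The replicate block pairs the numbers in the sample titles. All 15 pairs of libraries differed by more than sampling noise, which does not show separate mice or cultures. Each library was treated as a separate replicate.

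The tests were tested on simulated data drawn from the real means, library sizes and dispersions, with 200 genes changed by a log2 fold change of 2. With edgeR, 180 of the 194 changed genes that passed the filter were called, along with 7 unchanged genes, of 13363 genes tested. DESeq2 called 184 of 200 changed and 24 unchanged genes of 13467, and the Poisson test called 116 unchanged genes of 13363. The simulated libraries were drawn independently with a single dispersion per gene. These counts therefore do not cover an outlying control library or libraries that share a culture. The secreted protein list and the GO annotation behind Fig. S9 were not used here, and the imaging, protein and behavioural experiments were not analysed here.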

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

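The tests in this part were all chosen after the data were seen. The median log2 fold change of the osteoclast markers (Acp5, Ctsk, Mmp9, Oscar, Dcstamp and Ocstamp among the genes tested) was 3.88, and that of the skeletal muscle markers was 4.62, above the level in the control libraries in genes that, apart from Mmp9, the paper does not name. Fig. S9C lists muscle structure development for the higher genes and negative regulation of osteoclast differentiation for the lower genes. Acp5 was at 5.89 ± 1.90 CPM (SD, n = 3) in control and 200 ± 11.2 CPM (SD, n = 3) in APPswe libraries, a log2 fold change of 5.09 (edgeR adjusted p = 0.000296). Myog was at 0.189 ± 0.0852 CPM (SD, n = 3) in control and 9.40 ± 0.322 CPM (SD, n = 3) in APPswe libraries, a log2 fold change of 5.58 (edgeR adjusted p = 0.000296).

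Osteoclast-lineage and muscle cells in the sequenced material are a candidate source of these transcripts. Of the 16 tested members, 93.75% rose by over 2-fold, 5 of 6 osteoclast markers and 10 of 10 muscle markers. The medians already imply that most members rose, so this share is no separate test of that source. A rise of whole lists would also follow from a response of the sorted cells to the genotype, so the pattern cannot be told apart from a different share of such cells. The medians stayed positive and past the camera test's threshold under each alternative run, from 1.48 to 4.17 for the osteoclast list and from 2.15 to 5.92 for the muscle list. Unequal library totals and GC or length bias were tested on the called genes as a whole, which numbered 984 after thinning to equal totals and 1023 after the correction for GC content and length.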

How the results depend on the processing

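Thinning to equal totals, the GC and length correction and apeglm shrinkage were chosen only after the data were seen, and the other alternatives before the data were examined. With genes called at an adjusted p of at most 0.05 whatever their fold change, 1414 were higher and 1622 lower. The test against a log2 fold change of 1 called 147 and 72, and 10 of the 23 genes of Fig. S9D. With at least 10 counts required in every library, 320 genes were higher. Limma on log2(FPKM + 1) called 322 higher and 182 lower, or 305 and 170 without a filter, and on log2(FPKM + 0.1) it called 251 lower. In these fits 63.9%, 64.2% and 63.5% of the calls were higher, against 50.9% with counts. With the style of the library names as covariate, 3 pathway sets were over-represented among the lower genes against 5, and the median log2 fold change of the cell cycle genes was -0.22, no longer past the camera test's threshold. The cause of these changes was not tested. DESeq2, its size factors within edgeR, library size alone, no filter, the unadjusted p and the Poisson test gave numbers of higher and of lower genes within 1.5 times of 504 and 486, as did the alternatives chosen later.

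Across the 6 fits that each left out one library, the higher genes ranged from 281 to 670, the lower genes from 230 to 905, the Atp6ap2 log2 fold change from -0.53 to -0.39, the genes called in Fig. S9D from 16 to 22, the genes of the discussion from 7 to 8, and the sets over-represented among higher genes from 3 to 5 and among lower genes from 4 to 5. The cell cycle median ranged from -0.62 to 0.071 and was positive only without control replicate 2. Atp6ap2 was lower in all 20 alternatives that tested it and past an adjusted p of 0.05 in 17 of them, with adjusted p-values from 0.000283 to 0.0887. The exceptions left out control replicate 1, APPswe replicate 2 or APPswe replicate 3. Across the same 6 fits the log2 fold change of App ranged from -0.20 to 0.0051, that of Bglap from -0.46 to 0.70 and that of Mki67 from -0.79 to 0.17, with the opposite sign to the fit of all libraries without control replicate 2, and for Bglap also without APPswe replicate 3 (-0.025). The Bglap log2 fold change was -0.032 under the style covariate and -0.034 after the GC and length correction. Its highest value over 19 alternatives was 1.92. The adjusted p of Bglap passed 0.05 in 1 of them, an edgeR fit that left out one library (0.0337). The median of the osteoblast markers was -0.25 and became 0.21 with the stricter count filter, which left 6 of the 12 markers. The same 6 markers had a median of 0.205 under the usual filter, so that change of sign comes from the markers dropped. The median was 0.66 and 0.80 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), where the same 10 markers had a median of -0.12 with counts, and 0.27 without the FPKM filter. The cause of these FPKM values was not tested. The cytokine signaling set among the lower genes did not pass with the replicate block, the style covariate, without control replicate 2 or without any single APPswe library. The interferon set did not pass with the style covariate. The extracellular matrix set among the higher genes did not pass with the style covariate or without control replicate 1, APPswe replicate 2 or APPswe replicate 3. Among the other values of single genes and marker lists, apart from the fits that left out a library, 26 lost the test's threshold, 3 gained it, and 732 had the direction and the side of the threshold of the fit to all libraries.

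The replicate block gave 384 higher and 324 lower genes, 379 and 321 of them among those called without the block. Across genes, which are not independent replicates, deviations from the group means correlated at 0.0403 over same-numbered libraries, and at 0.0736, -0.0364 and 0.158 for replicates 1, 2 and 3. With the block and the GC and length correction together, 413 and 364 genes were called.

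Of the 4 splits of the 6 libraries into 3 and 3 that part all same-numbered pairs, 1, the genotype split itself, gave as many as 990 called genes. The remaining splits of the 10 possible part 1 such pair. Each split other than the genotype gave 0 called genes, with between 10 and 722 genes at an unadjusted p under 0.05. Control replicates 1 and 3 match closely, as do the APPswe libraries, so a split that parts them is noisy by construction, and these counts are a weak test. The depth of 17263757 to 18398392 counts limits genes such as Tdgf1 and Arg1, whose control counts are at the floor.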

Differences from the paper's values

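The 504 higher and 486 lower genes lie within 1.5 times of the paper's 425 and 478. The paper's numbers were reached with DESeq2 after apeglm shrinkage and adjustment over all genes, an alternative chosen after seeing the values.

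The paper states that Atp6ap2 transcripts did not change significantly in skull osteoblasts. Here the log2 fold change was -0.45 with an adjusted p of 0.0164 from edgeR, with an absolute value below the limit of 1 that the paper uses for a call, and no alternative called the gene with that limit. The adjusted p was above 0.05 without control replicate 1, APPswe replicate 2 or APPswe replicate 3, and ranged from 0.000283 to 0.0887 over the alternatives.

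The paper draws Smoc2 among the differentially expressed genes of Fig. S9D. Here its adjusted p was 0.0641 from edgeR. Smoc2 was called with DESeq2 (adjusted p = 0.00402) and with limma on log2(FPKM + 1) (adjusted p = 0.0402), and, chosen after seeing the values, with DESeq2 after apeglm shrinkage (adjusted p = 0.00476). Over its alternatives the adjusted p lay between 3.69e-06 and 0.169.

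The paper lists Wnt signaling and angiogenesis among the terms of the higher genes. The Reactome set for Wnt signaling held 7 called higher genes where 7.21 were expected, and passed in none of 20 alternatives. The Wnt family had an adjusted p of 0.0723, and passed with library size alone, without a filter, without control replicate 1 or 3, after the GC and length correction (chosen after seeing the values) and in the camera test (adjusted p = 0.00285), with adjusted p-values from 0.0210 to 0.503 over the alternatives of the exact test. Camera gave the Reactome Wnt set an adjusted p of 0.942. The Reactome set for VEGF signaling was over-represented among the higher or the lower genes in none of 20 alternatives. In the camera test it was placed lower (adjusted p = 0.00128). That test covers the whole set, while the paper's term is an over-representation among the higher genes, so both can hold. The angiogenic family had an adjusted p of 0.125 among the higher genes, and passed in 10 of 20 alternatives (from 0.00157 to 0.227): DESeq2, library size alone, no filter, at least 10 counts in every library, without APPswe replicate 1 or 2, the 3 fits of limma on FPKM and, chosen after seeing the values, DESeq2 after apeglm shrinkage. Among the lower genes this family passed Fisher's exact test in all 20 alternatives, with adjusted p-values up to 0.0181. Tested as a whole by camera, the family had an adjusted p of 0.990. The paper's text places cell proliferation among the terms of the lower genes, for which Fig. S9C lists mononuclear and stem cell proliferation, terms that were not tested here. No alternative gave an over-representation of either cell cycle set among the lower genes, and camera placed both lower (adjusted p = 0.00596 for the Seurat lists and 0.0146 for the Reactome set). Cell-cell adhesion, listed by the paper for the higher genes, was represented by the Reactome set for cell-cell communication, which passed among the higher genes with limma on log2(FPKM + 1) (adjusted p = 0.0466) and in no other alternative, up to an adjusted p of 0.958. Among the lower genes the same set had an adjusted p of 0.125, and passed with DESeq2, without a filter, without control replicate 2 and, chosen after seeing the values, with DESeq2 after apeglm shrinkage, with adjusted p-values from 0.00982 to 0.961 over the alternatives.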

Other observations

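The tests of the Y-linked transcripts against depth, of the match between libraries, of the cell cycle genes and of the macrophage markers were chosen after the results were seen, and thinning and the GC and length correction after the data were seen. The legend of Fig. S9A names male mice. Ddx3y, Eif2s3y, Kdm5d and Uty had 2 counts together in control replicate 2, against 3406 and 3184 in control replicates 1 and 3 and 2615, 2299 and 2257 in the APPswe libraries. Low depth would not give this, since the shares in the other libraries predict 2820 counts at that depth. A female donor is a candidate explanation. The X-linked genes Kdm6a, Eif2s3x, Kdm5c and Ddx3x, which escape X inactivation, had a median log2 ratio of 0.61 in control replicate 2 over the other libraries, at percentile 99.18 of 10000 random lists matched on expression, and the same ratio in each other library lay at or below percentile 93.6, with control replicates 1 and 3 at percentiles 0.19 and 0.11. Cells that lost the Y chromosome would also lack these transcripts, and that was not tested. Control replicate 2 also had 1 count of Bglap, 3 of Ibsp, 2 of Dmp1 and 1 of Pecam1, against 159, 1468, 261 and 827 in control replicate 1.

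Control replicates 1 and 3 and the 3 APPswe libraries matched closely, and control replicate 2 differed from the other controls by a biological coefficient of variation of 0.342 and 0.346, against 0.309 to 0.325 between those controls and the APPswe libraries. The closest pair, APPswe replicates 2 and 3, had a chi-square per degree of freedom of 1.58, so their counts are not copies that differ by counting error alone. The test covers counting error only, and one library amplified or sequenced again is not ruled out. A shared culture or RNA sample could give a biological coefficient of variation as low as 0.0202, and cannot be told apart from mice that are alike. If libraries share a culture, the p-values overstate how many mice they cover. The lower level of the cell cycle genes may rest on control replicate 2, since their median log2 fold change was 0.071 without it against -0.42 with it.

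For the 990 called genes, several technical explanations were weighed. The split by name style gave 0 called genes and 428 at an unadjusted p under 0.05, but it mixes the genotypes, which widens the spread within its groups, so it cannot set a batch aside. With the style as covariate 788 genes were called, 406 higher and 346 lower ones among those called without it. The sex of the donors does not account for most of the calls, since without control replicate 2, the library that lacks Y-linked transcripts, 463 of the higher and 424 of the lower genes were also called. Of the 4 Y-linked genes, 0 were called between genotypes, and the smallest unadjusted p among them was 0.861 in edgeR's test. That result cannot decide the question. Control replicate 2 had at most 1 count of each gene, and the standard errors of their log2 fold changes lay between 1.10 and 1.16. The lowest control total exceeds the highest APPswe total by 94215 counts, as a library size difference would require, but after thinning to equal totals 984 genes were called, 493 higher and 473 lower ones among those called before. After the GC and length correction 1023 genes were called. Cells of other types in the culture remain a possible explanation for part of the calls: of the 4 marker lists named for this test (macrophage, osteoclast, endothelial and skeletal muscle), 3 had most members changed by over 2-fold in one direction, osteoclast and muscle markers higher and endothelial markers lower. The smooth muscle and pericyte list (1 of 6 tested members over 2-fold higher), the adipocyte list (0 of 5 in either direction) and the chondrocyte list (2 of 4 higher and 1 lower) had no such majority. The endothelial markers Pecam1, Cdh5, Emcn and Tek were lower in control replicate 2 than in every APPswe library, so their shift comes from control replicates 1 and 3 and does not follow the genotype, while Kdr and Vwf were higher in all 3 control libraries than in the APPswe libraries.

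Macrophage transcripts were abundant in all libraries. Lyz2 was the most counted gene in control replicates 1 and 3, with 1.45% and 1.55% of all counts, and the third most counted in the other 4. Macrophages among the sequenced cells are a candidate source. At least 12 of 13 macrophage markers lay above the median gene in each library, which restates their abundance and is no separate test of that source. The median macrophage marker was at 573 to 613 CPM in control and 407 to 421 CPM in APPswe libraries. The median log2 fold change of the list was -0.54, and it was negative and past the camera test's threshold in all 20 alternatives that tested it, from -0.63 to -0.43. Its members did not all move together. Of the 13 markers, 1 was called higher (Aif1, log2 fold change 1.18, edgeR adjusted p = 0.0205) and 1 lower (Cd14, -1.09, edgeR adjusted p = 0.0303). The median osteoblast marker was at 1.12 CPM in control replicate 2 and 20.9 to 27.8 CPM in the others, although Runx2, Col1a1 and Col1a2 were higher there than in the other controls. No biological explanation was tested for the abundance of macrophage transcripts in both genotypes.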
